# Plac1 Is a Key Regulator of the Inflammatory Response and Immune Tolerance In Mammary Tumorigenesis

**DOI:** 10.1038/s41598-018-24022-w

**Published:** 2018-04-09

**Authors:** Hongyan Yuan, Xiaoyi Wang, Chunmei Shi, Lu Jin, Jianxia Hu, Alston Zhang, James Li, Nairuthya Vijayendra, Venkata Doodala, Spencer Weiss, Yong Tang, Louis M. Weiner, Robert I. Glazer

## Abstract

Plac1 is an X-linked trophoblast gene expressed at high levels in the placenta, but not in adult somatic tissues other than the testis. Plac1 however is re-expressed in several solid tumors and in most human cancer cell lines. To explore the role of Plac1 in cancer progression, Plac1 was reduced by RNA interference in EO771 mammary carcinoma cells. EO771 “knockdown” (KD) resulted in 50% reduction in proliferation *in vitro* and impaired tumor growth in syngeneic mice; however, tumor growth in SCID mice was equivalent to tumor cells expressing a non-silencing control RNA, suggesting that Plac1 regulated adaptive immunity. Gene expression profiling of Plac1 KD cells indicated reduction in several inflammatory and immune factors, including Cxcl1, Ccl5, Ly6a/Sca-1, Ly6c and Lif. Treatment of mice engrafted with wild-type EO771 cells with a Cxcr2 antagonist impaired tumor growth, reduced myeloid-derived suppressor cells and regulatory T cells, while increasing macrophages, dendritic cells, NK cells and the penetration of CD8+ T cells into the tumor bed. Cxcl1 KD phenocopied the effects of Plac1 KD on tumor growth, and overexpression of Cxcl1 partially rescued Plac1 KD cells. These results reveal that Plac1 modulates a tolerogenic tumor microenvironment in part by modulating the chemokine axis.

## Introduction

Placental-specific protein 1 (Plac1) is an Xq26-linked gene that encodes a microvillous membrane protein expressed primarily in trophoblasts, at low levels in the testis, but not in other adult somatic tissues^1^, and has the most restricted normal tissue expression pattern in comparison to other cancer/testis antigens^2^. Silva first reported that Plac1 RNA was expressed over a 4-log range in >50% of human cancer cell lines covering 17 different malignancies^2^, suggesting that some cancers mirror an onco-placental disease or a “somatic cell pregnancy”^3^. This hypothesis has been confirmed by the detection of Plac1 in malignancies of the breast^4–6^, endometrium^7^, ovary^7^, lung^2,8^, liver^9^, colon^6,10,11^, stomach^12^ and prostate^13^. In colorectal cancer biopsies, higher levels of Plac1 were detected in 50% of stage III/IV disease in comparison to early stage disease^9,10^, and Plac1-dependent cytotoxic T cell (CTL) activity correlated with overall survival^11^.

In the MMTV-PPARd transgenic model of luminal B breast cancer, Plac1 expression was highly elevated at the onset and throughout mammary tumorigenesis^14^, suggesting that it might have a role in the initiation and progression of tumor development. Previous studies found that Plac1 transcription in human breast cancer cells was regulated by many of the same co-activators associated with PPARd and other nuclear receptors^15–17^, including C/EBPβ and NCOA3^18,19^, both of which have been implicated in breast cancer progression^16,20–22^. Despite these findings, little is known about the oncogenic processes downstream of Plac1. To address this question, EO771 mammary carcinoma cells, which express high levels of Plac1, were used to examine gene expression and signaling pathways under the control of Plac1. Our findings reveal that Plac1 regulates a chemokine and immune tolerogenic signaling network necessary for sustaining tumor growth, which suggests potential therapeutic strategies that could alter the tumor microenvironment to make it more amenable to therapy.

## Results

### Reduction of Plac1 inhibits EO771 cell growth and tumor formation

To characterize the functional role of Plac1, several mouse mammary tumor cell lines were screened by qRT-PCR for Plac1 RNA expression; among these, EO771 cells expressed the highest level, which was substantial in comparison to mouse placenta (Fig. 1a). EO771 cells were then transduced with recombinant lentiviruses expressing shRNAs targeting four regions of Plac1 mRNA (Fig. 1b). shRNA490 produced >98% reduction of Plac1 expression, and EO771 cells transduced with this shRNA (EO771/shPlac1) were used for further studies. EO771/shPlac1 cells grew in monolayer culture at 50% of the rate of control cells expressing a non-silencing RNA (Fig. 1c). Gene expression profiling revealed that Plac1 markedly suppressed several chemokine genes, including Cxcl1, Ccl7, Ccl2, Ccl5 and Cxcl10, as well as immune-related factors Lif, Ly6a/Sca-1, Ly6c and CD274 (Table 1, Fig. 1d, Supplementary Table 2). 

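RNA from EO771/Scr cells, which carry a scrambled shRNA, and from EO771/shPlac1 cells was hybridized to Affymetrix mouse GeneChips, with 1 array per condition and RNA pooled from 3 cultures on each. The deposited values are log2 signals from RMA, a method that subtracts background and puts the arrays on a common scale, for 22690 probe sets, and they were used as deposited. A level is 2 to the power of the log2 signal, the quantity that the tables of the paper call the raw score. A gene was represented by its probe set with the highest mean log2 signal, which gave 12393 genes, of which 4831 reached a level of 300 on at least 1 array. Log2 signals ran from 2.77 to 14.82 on the EO771/Scr array and from 2.72 to 14.88 on the EO771/shPlac1 array, with medians of 6.69 and 6.73. Differences are given as EO771/shPlac1 minus EO771/Scr. With 1 pooled array per condition, the spread between cultures was not measured, so there is no p-value or SD and no difference has a replicate check. As a scale, this difference varied between probe sets of the same gene with a pooled SD of 0.34 on the log2 scale, which holds no spread between cultures. The EO771/Scr control that Table 2 prints beside EO771/shCxcl1 cells differs from the EO771/Scr array here. Its raw scores are lower for Cxcl1 and CD68 and higher for Ly6a and Il23a. For each of these genes the controls differ by more than the SD of 0.34, and for Cxcl1 by more than 3-fold. That SD is therefore no guide to how far a gene can differ between control cultures.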

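The only Plac1 probe set had a level of 83.9 on both arrays, so the arrays do not show the reduction of Plac1 that the paper measured by qRT-PCR (Fig. 1b) and do not check the labels. Several chemokine genes had far lower levels in EO771/shPlac1 cells. Cxcl1, which attracts neutrophils through Cxcr2, had a level of 7054 in EO771/Scr cells and 106 in EO771/shPlac1 cells, a 66.4-fold difference. Ccl7 and Ccl2, attractants of monocytes, had levels of 2854 and 3640 in EO771/Scr cells against 153 and 305 in EO771/shPlac1 cells. Ccl5, an attractant of T cells, was 4.86-fold lower in EO771/shPlac1 cells (3812 against 784), and Cxcl10, an interferon-induced ligand of Cxcr3, was 3.54-fold lower (459 against 130). Lif, a cytokine that acts on stem cells and at embryo implantation, had a level of 664 against 80.0. Among surface proteins, the probe set whose values match those of Ly6a in Table 1 was 4.26-fold lower (4937 against 1160), and a probe set shared by Ly6c1 and Ly6c2 was 3.65-fold lower (1198 against 329). Cd274, which encodes the T cell inhibitor PD-L1, was 3.37-fold lower, at levels under 300 on both arrays (248 against 73.7). From the genes of Table 1 the paper infers, with reserve, that Plac1 may act on chemokine pathways. Its qRT-PCR gave significant differences for Cxcl1, Ccl5, Lif and CD274, while Ccl7 was not significantly different (Fig. 1d). Its further evidence comes from a Cxcr2 antagonist, EO771/shCxcl1 cells, return of Cxcl1 to the knockdown cells and MC cells that overexpress Plac1.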

Changes in the expression of several of these genes were confirmed by qRT-PCR and most were consistent with the array profile (Fig. 1e).

**Figure 1:**
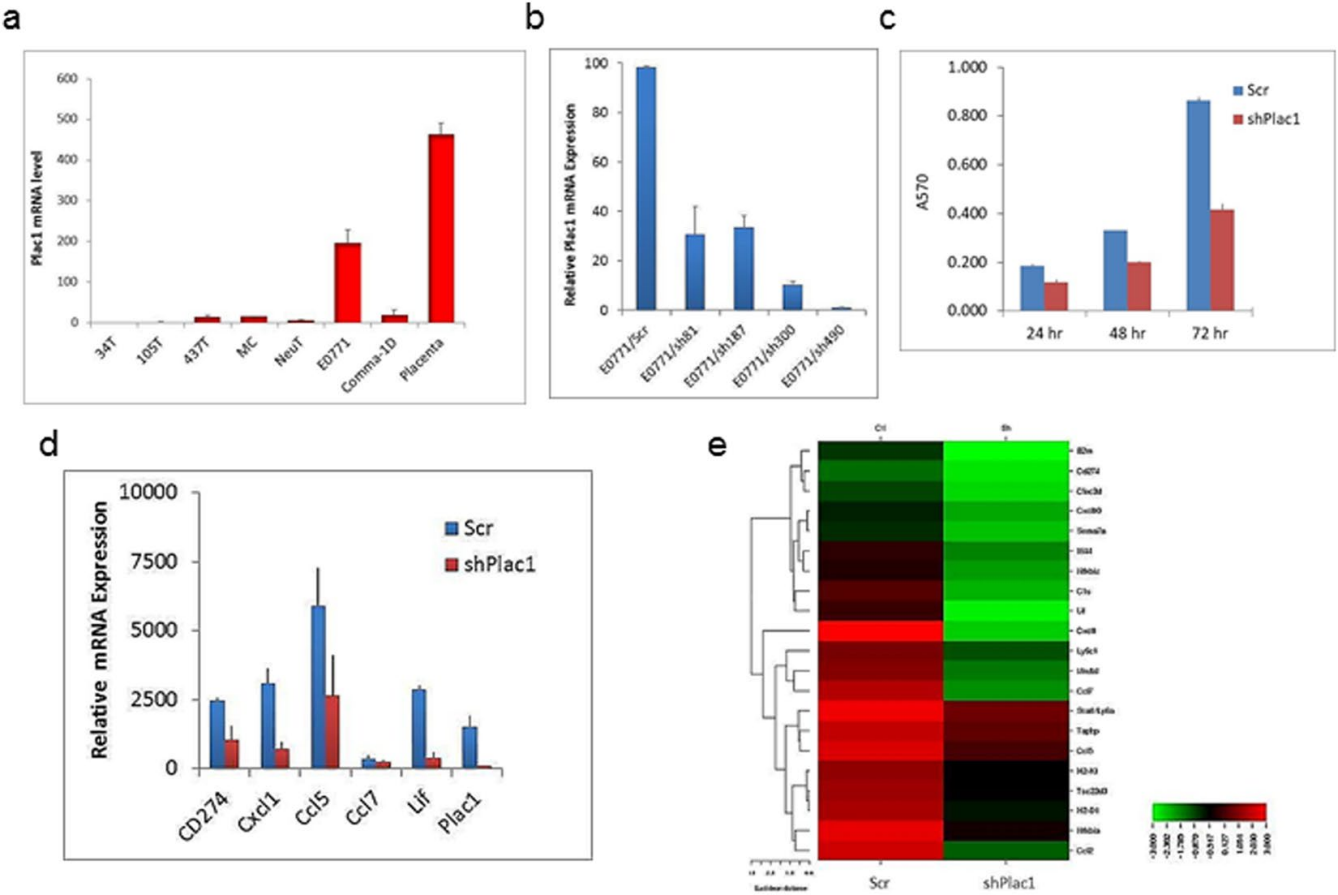
Plac1 expression and lentivirus-mediated reduction of Plac1 in EO771 cells. (**a**) EO771 mouse mammary tumor cells expressed high levels of Plac1 in comparison to mouse placenta. (**b**) EO771 cells were transduced with lentiviruses expressing crambled RNA (Scr) or four Plac1 shRNAs designated sh81, sh187, sh300 and sh490; sh490 inhibited RNA expression >98%, and these cells were designated EO771/shPlac1. (**c**) EO771/Scr and EO771/shPlac1 cells were grown as monolayers, and the number of viable cells were quantified by sulforhodamine B staining. Shown is the mean ± S.D. of triplicate analysis of three samples. The growth of EO771/shPlac1 cells differed significantly (*P* < 0.001) from EO771/Scr cells by the two-sided Student’s t test. (**d**) qRT-PCR analysis of immune cell-related gene expression downregulated in EO771/shPlac1 cells. Shown is the mean ± S.D. of triplicate analysis of three samples. Significant differences between EO771/Scr and EO771/shPlac1 cells were obtained for CD274 (*P* < 0.01), Plac1 (*P* < 0.01), Cxcl1 (*P* < 0.001), Ccl5 (*P* < 0.001) and Lif (*P* < 0.001) using the two-tailed Student’s t test; values for Ccl7 were not significantly different (*P* > 0.05). (**e**) Heatmap of gene expression as determined by Affymetrix microarray analysis of EO771/Scr (Ctl) and EO771/shPlac1 (sh) cells. Shown are immune cell-related transcripts (Table 1) representing ≥3.0-fold change in expression.

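The immune-related genes of this heat map that are not cytokines were also lower in EO771/shPlac1 cells. Cd68, a lysosomal glycoprotein abundant in macrophages, had a level of 931 in EO771/Scr cells and 54.9 in EO771/shPlac1 cells, a 16.9-fold difference that is approximate at so low a signal. C1s1, a protease of the complement pathway, was 7.18-fold lower (918 against 128). Tsc22d3, a glucocorticoid-induced inhibitor of inflammatory signaling, was 4.76-fold lower (2939 against 617), and Clec2d, a ligand of an inhibitory receptor of NK cells, was 3.71-fold lower (366 against 98.5). Of 28 leukocyte markers listed before the data were examined, 27 were measured and none reached a level of 300 on either array. Their median difference was -0.10, at percentile 49.8 among 10000 random lists of genes with similar levels, a description of these 2 arrays and not a p-value. For 1 of the 3 Tsc22d3 probe sets, whose level was 145 in EO771/Scr cells, the difference was only -0.22.

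**Figure D1:**
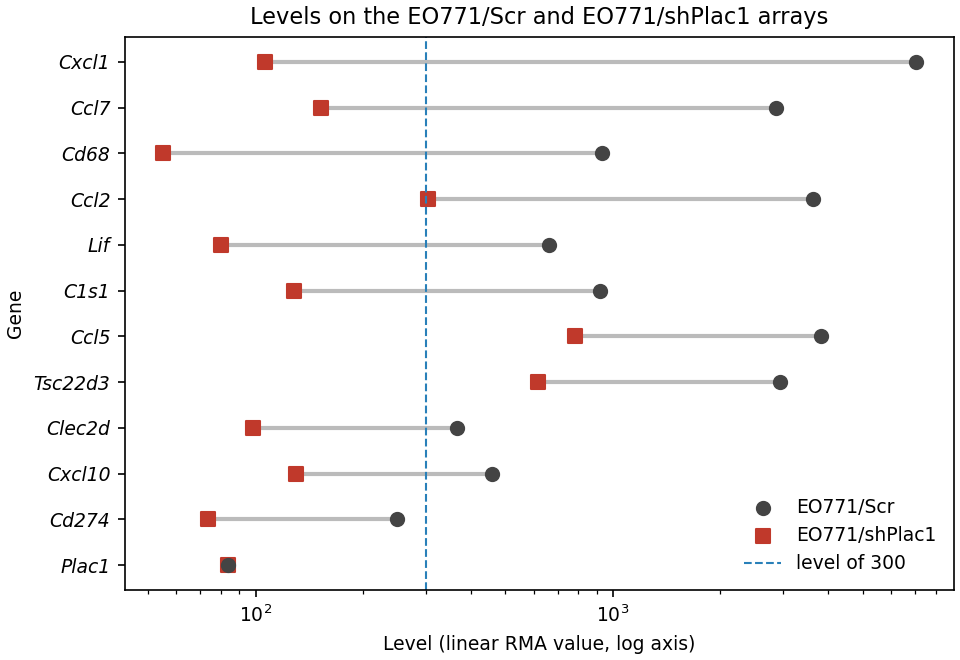
Levels of genes of Table 1 that have a probe set named for them alone, and of Plac1, on the EO771/Scr array (circles) and the EO771/shPlac1 array (squares), on a log axis. Each gene except Plac1 lies lower on the EO771/shPlac1 array, and Cd274 lies under the level of 300 (dashed line) on both arrays.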

**Table 1:** Expression of immune-related genes in E0771/shPlac1 cells. Shown are ≥3.0-fold changes in expression with a raw score ≥300 in either E0771/shPlac1 or E0771/Scr cells.

Gene	Raw Score		shPlac1/Scr	Function
	Scr	shPlac1		
Cxcl1	7054	106	−67	Cxcr2 ligand
Ccl7	2854	153	−19	Ccr3 ligand
CD68	931	55	−18	Macrophage phagocytosis
Ccl2	3640	305	−12	Ccr2/Ccr5 ligand; MDSC
Lif	664	80	−8.3	Immune tolerance at maternal−fetal interface
C1	918	128	−7.1	Complement
Ccl5	3812	784	−4.9	Ccr1/3/4/5 ligand
Tsc22d3	2265	478	−4.8	Mediates IL10 immunosuppression
Ly6a	4937	1160	−4.3	Sca-1; inhibits TGFb, Pten and PPARg
Ly6c	1198	329	−3.7	Mono/Mφ marker; MDSC
Clec2d	366	99	−3.7	Protects against NK cells
Cxcl10	459	130	−3.6	Cxcr3 ligand
CD274	302	91	−3.4	PD-L1; PD-1 ligand

### Plac1 reduction blocks tumor growth in syngeneic mice, but not in SCID mice

To determine the influence of Plac1 on tumor development in a host, EO771/shPlac1 cells were implanted in syngeneic C57BL/6 mice, and growth monitored by caliper measurement (Fig. 2a). EO771/shPlac1 isografts grew transiently in syngeneic mice, but when transplanted into SCID mice, their growth was similar to EO771/Scr control cells (Fig. 2b). Although all control isografts growing in syngeneic mice after 21 days expressed Plac1, there was little residual staining in mammary tissue from EO771/shPlac1-engrafted mice (Fig. 2c). Although Plac1 reduced growth *in vitro*, the lack of sustained growth of EO771/shPlac1 cells in syngeneic mice suggested that interactions with the tumor microenvironment may have contributed to this effect.

**Figure 2:**
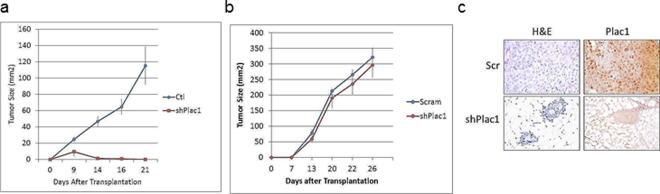
Growth of EO771/Scr and EO771/shPlac1 cells in syngeneic and SCID mice. (**a**) Syngeneic C57BL/6 mice or (**b**) SCID mice at five weeks of age, were inoculated in the mammary gland with 1 × 10^6^ cells. Tumor size was measured by calipers in two dimensions. Tumor growth for EO771/Scr and EO771/shPlac1 cells in syngeneic mice differed significantly (P = 0.040) by the unpaired Student’s t test. There was no significant difference (P > 0.05) in tumor growth between the two cell lines in SCID mice. Shown is the mean ± SD, N = 5 per group. (**c**) H&E staining and Plac1 IHC in isografts of EO771/Scr and EO771/shPlac1 cells. Magnification 400X.

### Cxcr2 antagonist inhibits tumor growth

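Cxcl1 had the largest difference among the chemokine genes on the EO771/shPlac1 and EO771/Scr arrays, and also among all 12393 genes. Of 38 chemokine ligands listed before the data were examined, 34 were measured, and the 5 that reached a level of 300 were all lower in EO771/shPlac1 cells. Their log2 differences were -6.05 for Cxcl1, -4.22 for Ccl7, -3.58 for Ccl2, -2.28 for Ccl5 and -1.82 for Cxcl10. These 5 stand in Table 1, which prints values of these arrays and had been read when the list was written. Their count and the percentile of the list are therefore no independent support. The other 29 lay under 300 on both arrays, with differences from -0.90 to 0.10, and 27 of them lay under 100. The median difference over all 34 was -0.27, at percentile 0.03 among random lists matched on level; it was -0.18 after a loess correction for the trend with level and -2.28 over the 7 members at a level of 100 or more. Of 29 other cytokines and colony-stimulating factors, 28 were measured, with a median difference of -0.34 at percentile 0 (-1.22 over the 7 at a level of 100 or more). In that group only Lif was lower by more than 3-fold with a level of 300 or more, and Csf1, a growth factor of macrophages, was lower by 2.33-fold. At levels under 300, Csf2 (4.03-fold), Il23a (3.85-fold) and Ifnb1 (3.64-fold), named after their values were seen, were also lower, by folds that are approximate at such signals. Secreted protein and receptor protein were not measured by these values, and how far signals under 100 lie above the background of the arrays was not determined.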

Since Cxcl1 exhibited the greatest change in expression among all chemokine genes after Plac1 downregulation (Table 1), mice were treated with a Cxcr2 antagonist to determine if it would affect tumor growth to a similar extent. Animals engrafted with EO771 cells were treated three times per week with vehicle or 2 or 20 mg/kg SB225002 beginning 10 days after transplantation (Fig. 3a). Whereas, the lower dose partially inhibited tumor growth, 20 mg/kg SB225002 completely blocked growth after a lag of two weeks. Tumor stasis at 17 days following cell inoculation was associated with reduction in expression of immune and chemokine genes, many of which were downregulated in EO771/shPlac1 cells (Fig. 3b). Cell sorting of tumor immune infiltrates indicated that SB225002 treatment reduced myeloid-derived suppressor cells (*MDSC*) and Treg cells, and increased CD8^+^/CD4^+^ T cells, NK cells, macrophages and dendritic cells (Fig. 3c,d). Especially noteworthy was the greater infiltration of CD8^+^ T cells into the tumor bed following SB25002 treatment (Fig. 3e), which was accompanied by increased macrophage and Treg cell infiltration, reduction of Plac1 and increased apoptosis (Fig. 3f). Since we did not determine tissue levels of SB25002, we determined its cytotoxicity in EO771 cell culture (Supplementary Fig. 2). SB25002 at concentration less than 100 nM were not cytotoxic, but produced cytotoxicity at concentrations exceeding 1000 nM. Since we have not carried out pharmacokinetics, the contribution of SB25002 cytotoxicity to its antitumor effect cannot be ascertained.

**Figure 3:**
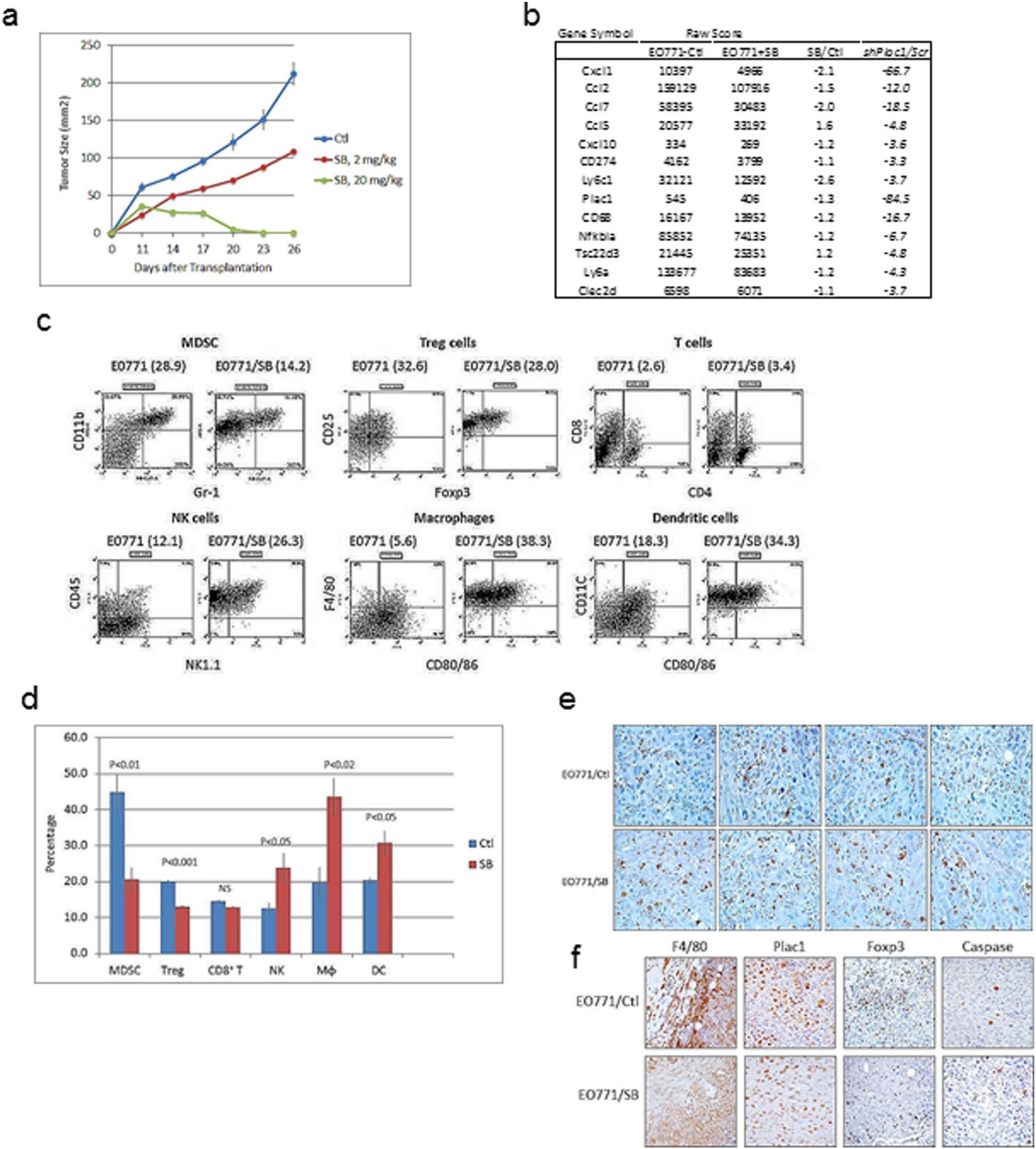
Growth of EO771 cells in syngeneic mice following treatment with a Cxcr_2_ antagonist. (**a**) Syngeneic 57BL/6 mice were inoculated in the mammary gland with 1 × 10^6^ at five weeks of age, and injected i.p. daily with vehicle (blue) or 2 mg/kg (red) or 20 mg/kg (green) SB225002 beginning 11 days after cell inoculation. SB225002 completely suppressed tumor growth after 14 days. Differences between vehicle- and 2 mg/kg SB225002-treated mice were not significantly different (P = 0.145); differences between vehicle- and 20 mg/kg SB225002-treated mice were significantly different (P = 0.005) by the unpaired two-tailed Student’s t test. Shown is the mean ± SD, N = 5 per group. (**b**) Immune gene expression in tumors 17 days after treatment with 20 mg/kg SB225002. Shown is the relative expression in control and SB225002-treated mice in comparison to their changes in EO771/shPlac1 cells (Table 1). (**c**) FACS analysis of immune cell tumor infiltrates in isografts after treatment with vehicle or SB225002 as in (**b**). SB225002 treatment reduced the percentage of immune cell tumor infiltrates of CD11b^+^/Gr-1^+^ myeloid-derived suppressor cells (*MDSC*) and Foxp3^+^/CD25^+^ T cells (*Treg*), and increased the percentages of CD8^+^/CD4^+^ T cells (*T)*, CD3^+^/NK1.1^+^ NK cells (*NK*) and F4/80^+^/CD80/86^+^ macrophages (*Mϕ*) and CD11c^+^/CD80/86^+^ dendritic cells (*DC*). Numbers in parentheses ( ) represent the percentages of each cell population. (**d**) Bar graph represents the mean±SD of the percent distribution of immune cell tumor infiltrates as in (**c**); P values were determined by the unpaired two-tailed Student’s t test, N = 4 per group. (**e**) CD8^+^ T cell infiltration determined by IHC in tumor isografts from vehicle-treated (*EO771/Ctl*) and SB225002-treated (*EO771/SB*) mice. Infiltration of CD8^+^ T cells increased after treatment with 20 mg/kg SB225002. Magnification 600X. (**f**) Macrophage (*F4/80*) and Treg cell (*Foxp3*) infiltration, Plac1 expression and apoptosis by cleaved caspase-3 expression (*Caspase*) in tumor isografts from vehicle-treated (*EO771/Ctl*) and SB225002-treated (*EO771/SB*) mice. Infiltration of macrophages and Treg cells were reduced and apoptosis was increased after treatment with 20 mg/kg SB225002. Magnification 400X

### Cxcl1 reduction inhibits tumor growth and immune cell-related transcription

To evaluate the role of Cxcl1/Cxcr2 signaling in tumor growth, EO771 cells were transduced with scrambled shRNA (Scr) or four Cxcl1 shRNAs (Fig. 4a). EO771 cells expressing sh174 (*shCxcl1*) exhibited >95% reduction of Cxcl1 RNA expression. After 48 hr in monolayer culture, EO771/shCxcl1 cells grew at approximately 30% of the rate of control cells (*Scr*) (Fig. 4b). Comparison of the gene expression profile of EO771/shCxcl1 cells with EO771/Scr cells revealed a small subset of genes with ≥3-fold changes, including Ly6a, IL23a, C3, Cxcl1 and CD68 (Table 2, Supplementary Table 3). Transplantation of EO771/shCxcl1 cells into syngeneic mice resulted in impaired tumor growth in comparison to control cells (Fig. 4c), a result that was similar to EO771/shPlac1 cells (Fig. 2a). Changes in immune-related gene expression (Table 2) were confirmed by qRT-PCR, with the exception of CD68, which did not change significantly (Fig. 4d). Measurement of Cxcl1 in tumors or mammary tissue by IHC after 21days indicated the presence of Cxcl1 in EO771/Scr tumors, but not in EO771/shCxcl1 engrafted mammary tissue (Fig. 4e). Comparison of gene expression in EO771/shPlac1 vs. EO771/shCxcl1 cells indicated reduced expression in five genes in common, viz. CD68, Cxcl1, Ly6a, Plau and Rgs16 (Table 3), although CD68 was not changed significantly in EO771/shCxcl1 cells as measured by qRT-PCR (Fig. 4d).

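On the EO771/shPlac1 array, Plau, which encodes the urokinase that activates plasminogen, had a level of 79.5 against 646 in EO771/Scr cells, an 8.13-fold difference that is approximate at so low a signal. Rgs16, an inhibitor of G-protein signaling, was 5.50-fold lower (488 against 2686), and its other probe sets had larger log2 differences of -2.97 and -3.37. Of 27 genes of the plasminogen system and matrix proteases listed before the data were examined, 25 were measured, with a median difference of -0.54 (-0.71 over the 14 at a level of 100 or more) at percentile 0 among random lists matched on level. Past the limits of the study (3-fold, level of 300), 3 of these were lower and 0 were higher: Plau, the lysosomal protease Ctsh (5.46-fold) and Serpinf1, a secreted inhibitor of angiogenesis (3.60-fold). All 3 stand in Supplementary Table 2, which had been read when the list was written. Of the genes that Supplementary Table 3 lists for EO771/shCxcl1 cells, 10 were measured on the EO771/shPlac1 array, of which 8 differed in the direction of that table and 2, Piwil2 and Slc7a3, in the opposite direction. The EO771/Scr control of that table has a higher raw score for Piwil2, and a lower one for Slc7a3, than the EO771/Scr array here. Beside the genes of Table 3, the tetraspanin Cd82 (1823 against 498) and the cytokine subunit Il23a (246 against 64.0) were also lower in EO771/shPlac1 cells. Cd82 and Il23a were chosen here after their values were seen, and the EO771/shCxcl1 arrays were not analysed here.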

**Figure 4:**
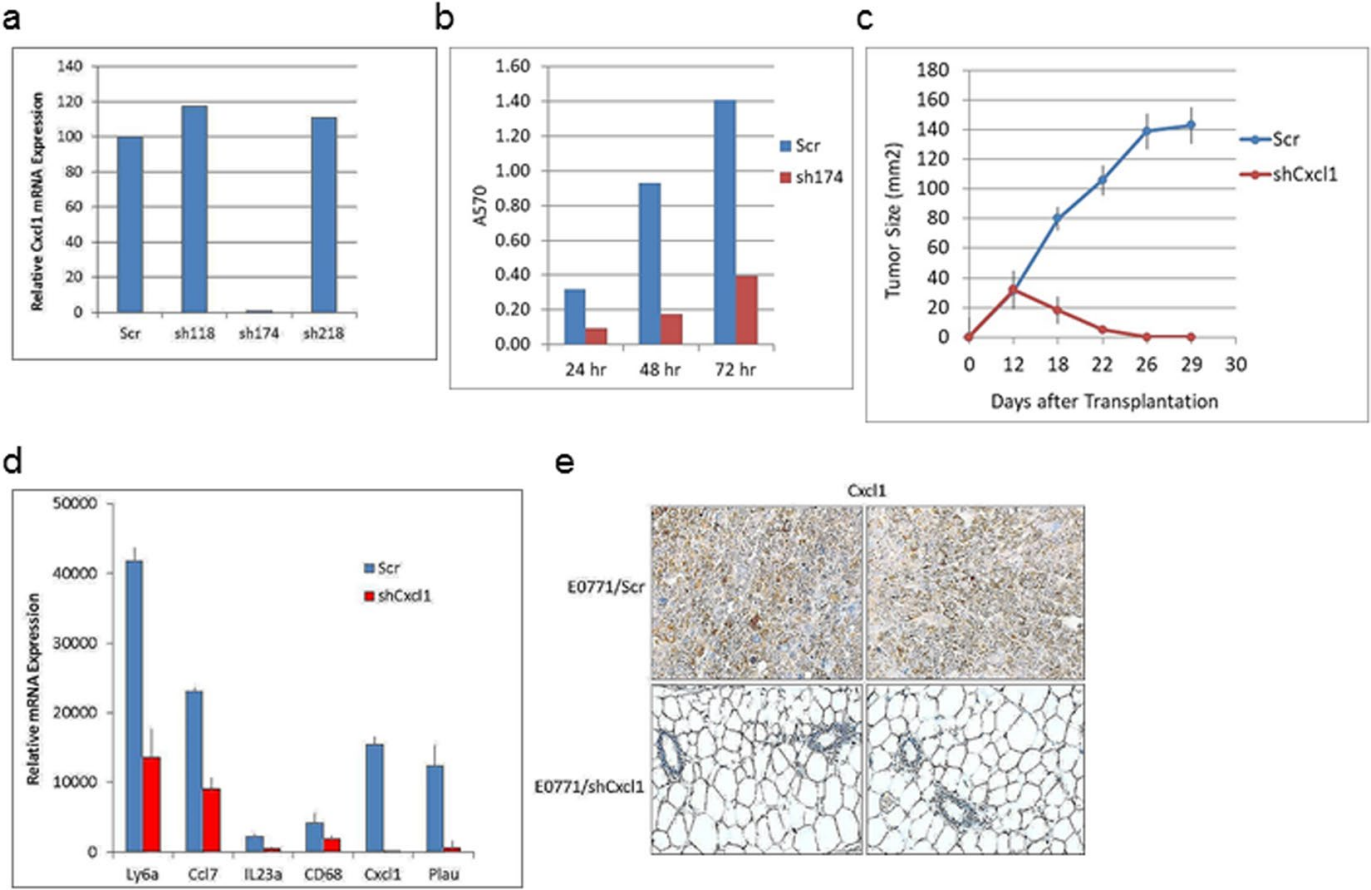
Lentivirus-mediated reduction of Cxcl1 in EO771 cells. (**a**) EO771 cells were transduced with lentiviruses expressing scrambled RNA (Scr) or three Cxcl1 shRNAs designated sh118, sh174, sh218; sh174 inhibited RNA expression >99% (EO771/shCxcl1). (**b**) EO771/Scr and EO771/shCxcl1 cells were grown as monolayers, and the number of viable cells were determined by sulforhodamine B staining. Shown is the mean ± S.D. of triplicate analysis from three samples, which were significantly different (*P* < 0.001) by the two-tailed Student’s t test. (**c**) Growth of EO771/Scr and EO771/shCxcl1 cells in syngeneic mice. Mice at five weeks of age were inoculated in the mammary gland with 1x10^6^ cells, and tumor size was measured by calipers in two dimensions. Differences in tumor growth between EO771/Scr and EO771/shCxcl1 cells were significantly different (P = 0.006) by the unpaired two-tailed Student’s t test; N = 5. (**d**) qRT-PCR analysis of genes downregulated in EO771/shCxcl1 cells. Shown is the mean ± SD of triplicate analysis of 3 samples. Significant differences between EO771/Scr and EO771/shCxcl1 cells were obtained for Plau (*P* < 0.02), C3 (*P* < 0.01), Ly6a (*P* < 0.01), Ccl7 (*P* < 0.001) and Il23a (*P* < 0.01) by the two-sided Student’s t test; differences for CD68 were not significantly different (*P* > 0.05).

**Table 2:** Expression of immune-related genes in E0771/shCxcl1 cells. Shown are ≥3-fold changes in gene expression with a raw score ≥300 in EO771/shCxcl1 or E0771/Scr cells.

Gene	log 2		Raw Score		shCxcl1/Scr
	Scr	shCxcl1	Scr	shCxcl1	
Ly6a	12.93	11.29	7787	2512	−3.1
Il23a	8.84	7.06	459	133	−3.5
C3	8.48	6.55	358	94	−3.8
Cxcl1	11.06	9.07	2137	536	−4.0
CD68	8.62	6.54	394	93	−4.2

**Table 3:** Gene expression common to EO771/shPlac1 and EO771/shCxcl1 cells. Shown is the ratio between EO771/shPlac1 or EO771/shCxcl1 cells to EO771/Scr control cells for genes with ≥3.0-fold changes in expression and a raw score ≥300.

Gene	shPlac1/Scr	shCxcl1/Scr
CD68	−4.2	−4.2
Cxcl1	−67	−4.0
Ly6a	−4.3	−3.1
Plau	−7.1	−7.3
Rgs16	−7.7	−3.2

### Cxcl1 partially rescues Plac1 reduction in EO771 cells

To determine the contribution of Cxcl1 to the effects of Plac1 downregulation on tumor growth, EOI771/sh490 cells were transduced with a retrovirus expressing Cxcl1-mCherry and EO771/Scr and EO771/sh490 were transduced with mCherry alone (Fig. 5). After selection in G418, a significant percentage of cells co- expressed GFP and mCherry (Fig. 5a) and Cxcl1 mRNA (Fig. 5b). The growth of EO771/sh490 cells *in vitro* was slower rate than control cells as shown in Fig. 1c, but cells expressing Cxcl1 largely rescued this effect (Fig. 5c). Isografts of these cell lines in syngeneic mice confirmed the poor growth of EO771/sh490 cells, and further showed that Cxcl1 could partially rescue their poor tumorigenicity (Fig. 5d).

**Figure 5:**
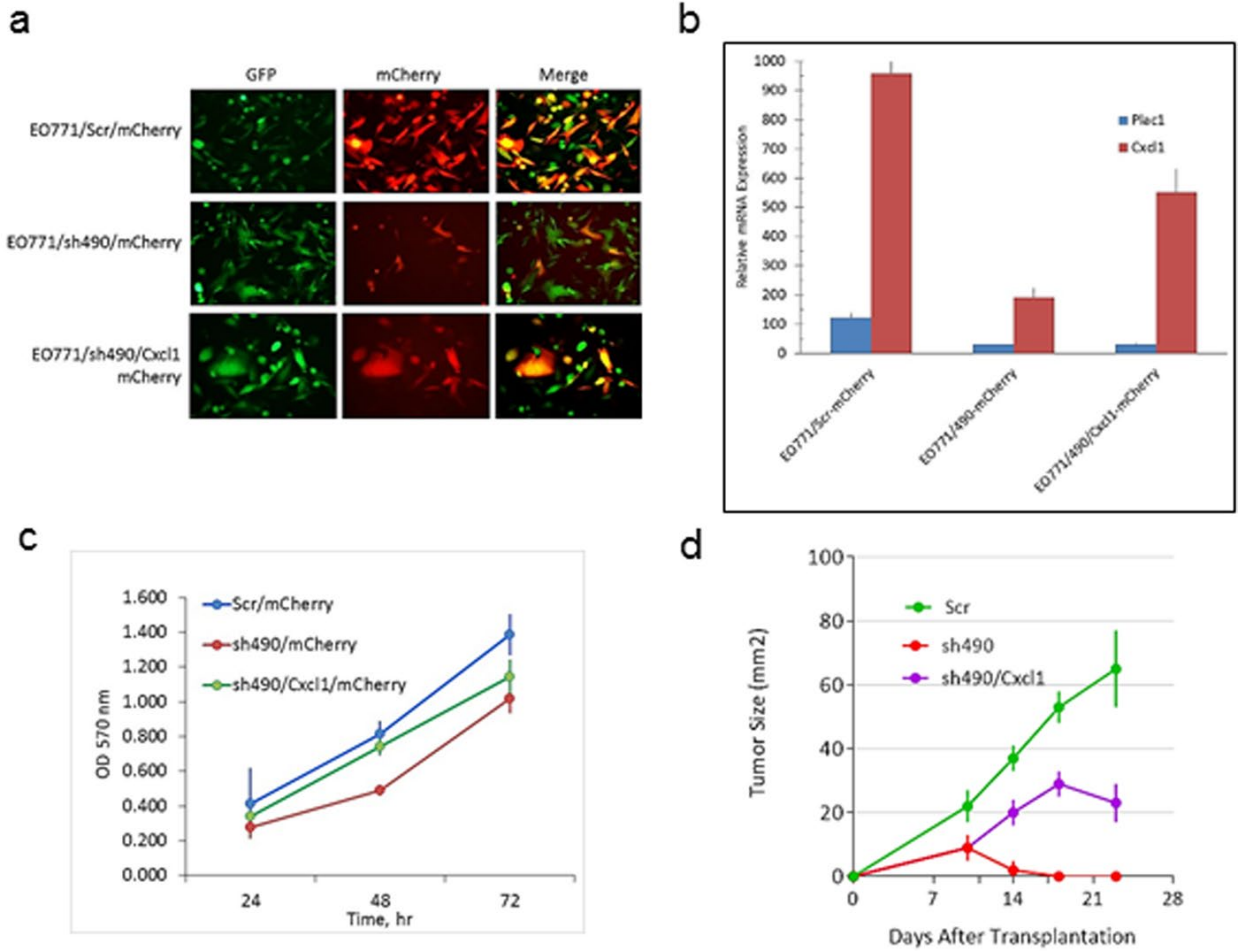
Cxcl1 rescue of EO771/sh490 cells. (**a**) EO771/Scr and EO771/sh490 cells expressing eGFP were transduced with a lentivirus expressing Cxcl1 and mCherry, and selected for 35 days in 3.5 mg/ml G418. The merged photo shows cells co-expressing eGFP and mCherry (yellow). Magnification 200X. (**b**) qRT-PCR for Plac1 and Cxcl1 in EO771/Scr, EO771/sh490 and EO771/sh490/Cxcl1 cells. Shown is the mean ± S.D. of triplicate determinations.(**c**) EO771/sh490/Cxcl1 cells were grown in 96-well plates at an initial density of 5,000 cells per well in media supplemented with 3.5 mg/ml G418. Cell density was determined by sulforhodamine B staining. Shown is the mean ± SD of triplicate determinations. (**d**) Syngeneic C57BL/6 mice were inoculated in the mammary gland with 1 × 10^6^ at five weeks of age. There was a significant difference in the growth EO771/sh490 cells (P = 0.021) and EO771/sh490/Cxcl1 cells (P = 0.034) vs. EO771/Scr cells by the unpaired two-tailed Student’s t test. Shown is the mean ± SD, N=6 per group.

As an added proof of the function of Plac1 in tumorigenesis, MC cells, a cell line with low Plac1 expression (Fig. 1a), were transfected with Plac1 (Supplementary Fig. 3, Supplementary Table 5). MC/Plac1 cells grew at a higher rate than control cells and exhibited less apoptosis, and upregulated a gene expression profile that included several of the chemokines as well as CD274 that were downregulated in EO771/shPlac1 cells.

## Discussion

The present study establishes the first link between the trophoblast gene, Plac1, and adaptive immunity, through its ability to modulate chemokine expression and other immune cell regulators. In retrospect, this is not too surprising since the placenta may be regarded as a foreign allograft protected from host vs. graft rejection^23^ in part by the presence of Treg cells in the uterine decidua^24^. However, the link between Plac1, chemokine signaling and immune tolerance in tumors is a novel and relevant finding since the latter processes are hallmarks of most, if not all, solid tumors^25,26^. The relevance of Plac1 to mammary tumorigenesis was first noted in MMTV-PPARd mice, where Plac1 was markedly upregulated at the onset and throughout tumor development^14^. This finding implicated nuclear receptor signaling in the transcriptional regulation of Plac1, as noted previously for its activation at alternate promoter regions in the *Plac1* locus by LXR and RXRA^27^. However, from a mechanistic perspective, the downstream intracellular components interacting with Plac1have not been determined. Plac1 is predominantly extracellular with an N-terminal signal peptide, a small transmembrane domain and an extracellular ZP3 domain^28^, which promotes protein-protein interactions. By analogy, cytokine receptors lacking an intracellular signaling domain partner with co-receptors, adapter molecules and cytosolic protein tyrosine kinases to effect signaling^29^, and such a mechanism may also pertain to Plac1.

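Genes of class I antigen presentation and of angiogenesis were mostly lower in EO771/shPlac1 cells. Of 23 genes of class I antigen presentation listed before the data were examined, 16 were measured, 13 lower and 3 higher, with a median difference of -1.05 (-0.68 by the median over the probe sets of a gene) at percentile 0 among random lists matched on level. Past 3-fold and a level of 300, 3 were lower and 0 higher: Psmb9, a subunit of the immunoproteasome (738 against 174), the heavy chain H2-K1 (11462 against 3488) and Tapbp, which loads peptides (3356 against 1102). All 4 probe sets of H2-K1 are of a type that can bind related transcripts. Of 25 angiogenesis genes, 24 were measured, 19 lower, 4 higher and 1 equal, with a median of -0.53 at percentile 0 (-1.44 over the 14 at a level of 100 or more), and 6 were lower past the same limits, among them Ramp3, a co-receptor of adrenomedullin (3007 against 629), and Col18a1, the precursor of endostatin (1224 against 381). All 6 stand in Supplementary Table 2, as do 5 of the 16 class I genes. That table had been read when the lists were written, so these counts and percentiles are no independent support. Of 37 interferon-stimulated genes, 31 were measured, with a median of -0.35 at percentile 0.01, and 20 were lower and 11 higher. At a level of 300 or more, 7 were lower by 2-fold, among them Oas1a, which senses viral RNA (2.48-fold), and Trim30a, an inhibitor of inflammatory signaling (2.74-fold), and 1 was higher, the GTPase Irgm1 (2.19-fold). Genes of immune checkpoints and ligands of NK receptors had a median of -0.10 over 20 measured genes at percentile 19.2, but -0.32 at percentile 1.31 over the 13 at a level of 100 or more, and the poliovirus receptor Pvr was 2.66-fold lower. Over 17 complement genes the median was -0.16 at percentile 14.2, but -1.12 at percentile 0.07 over the 4 at a level of 100 or more, of which C1s1 was past the limits. Over 27 mesenchymal and matrix genes it was -0.12 at percentile 15.5, with none past them. Activation of myeloid cells, T cells or fibroblasts was not measured by these arrays of cultured tumor cells.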

In the present study, the panel of immune-related genes down-regulated by Plac1 ‘knockdown’ (Table 1) suggest that one of its functions is to modulate chemokine effector pathways associated with immune evasion, such as antigen presentation, angiogenesis and myeloid cell, T cell and fibroblast activation (see scheme in Supplementary Fig. 4). One dominant downstream effector pathway was the Cxcl1/Cxcr2 axis, as shown by inhibition of tumor growth by the Cxcr2 antagonist SB25002 (Fig. 3a), and the inability of EO771/shCxcl1 cells to sustain tumor proliferation in syngeneic mice (Fig. 4c). Inhibition of Cxcr2 by SB25002 was associated with reduction of Treg cells and MDSC, and an increasing the percentage of CD8^+^ T cells, macrophages, NK cells and dendritic cells, which was consistent with previous studies demonstrating the ability of SB225002 to suppress MDSC infiltration in breast tumor xenografts^30^ and prostate tumors^31^, as well as metastasis via S100A8/A9^30^. Thus, our data suggest that one role of Plac1 may be to maintain the production of inflammatory and immunoregulatory chemokines to effect changes in the stromal microenvironment conducive to immune tolerance and poor outcome^30,32,33^, which would explain the poor tumorigenicity of EO771/shPlac1 cells in syngeneic mice, but not in SCID mice. Although, co-expression of Plac1 and Cxcl1 in breast cancer tissue has not been reported, Cxcl1 expression in breast cancer biopsies was found to be elevated in metastases, and inversely related to ERα expression and relapse-free survival^34^.

Despite focusing on the immunological aspects of Plac1 function, it was apparent that it affected several signaling pathways in EO771 cells (Supplementary Table 2). 

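Over all measured members, the lists of mitosis and DNA replication genes had the largest median differences of the gene lists examined, and they were higher in EO771/shPlac1 cells. This order depends on members with low signals: at a level of 100 or more, the median of chemokine ligands was larger in size than that of mitosis genes, and those of angiogenesis, cytokine and NF-kB response genes (-1.19 for the latter) were larger in size than that of DNA replication genes (1.18). Of 58 mitosis genes listed before the data were examined, 54 were measured, and 53 were higher in EO771/shPlac1 cells, 29 of them past the limits of the study. Their median difference was 1.67, above all 10000 random lists matched on level, and the exception was Zwint, a kinetochore protein (1551 against 712), singled out after its value was seen. Mki67, a marker of dividing cells, had a level of 137 in EO771/Scr cells and 1020 in EO771/shPlac1 cells, and the kinetochore motor Cenpe had levels of 65.7 and 551. Diaph3 and Diaph2, which assemble actin filaments, had log2 differences of 3.19 and 3.00, approximate because their levels in EO771/Scr cells (61.0 and 48.1) were low. Over 43 DNA replication genes the median was 1.14 at percentile 100, with 10 higher past the limits and 0 lower, such as Mcm5 of the replicative helicase (85.9 and 467) and Cdc6, which loads it (63.8 and 328). Over 24 genes of homologous recombination and the DNA damage checkpoint the median was 0.76 at percentile 100, and Fignl1, Rad51ap1, Ercc6l and Rad54l were higher past the limits. These 4 stand in Supplementary Table 2, as do 25 of the measured mitosis genes and 12 of the DNA replication genes. That table had been read when the lists were written, so these medians and counts are not independent of it. For Fignl1 a further probe set with a low signal (level 17.6 in EO771/Scr cells) had a difference of -0.29. The paper reports slower growth of EO771/shPlac1 cells in culture (Fig. 1c), so higher levels of these genes do not show faster growth. The differences have no replicate check, and the density of the cultures at harvest is not given in the sources used here.

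**Figure D2:**
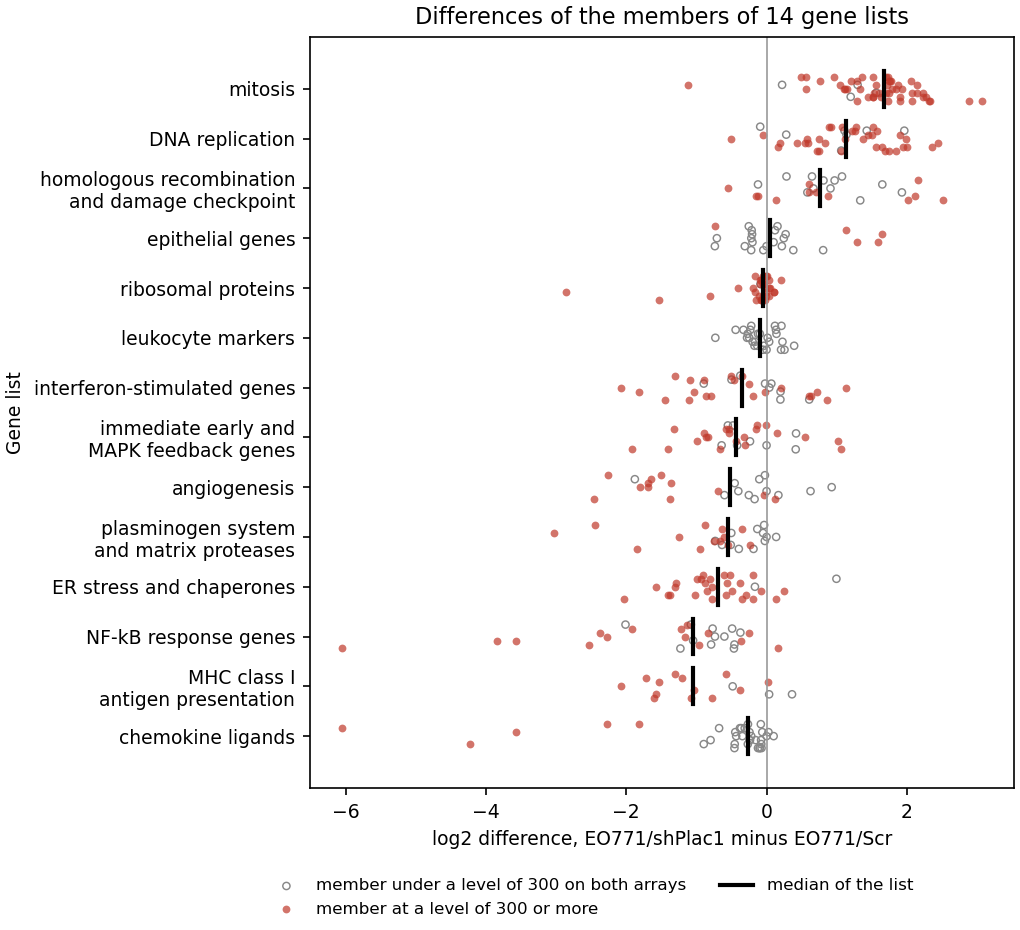
Log2 difference between the EO771/shPlac1 and EO771/Scr arrays (horizontal axis) for each measured member of 14 gene lists (vertical axis), with members at a level of 300 or more as filled points, the others as open points, and the median of each list as a black bar. The medians of mitosis and DNA replication genes lie at 1.67 and 1.14, and those of NF-kB response and class I antigen presentation genes both lie at -1.05.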

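Genes that respond to NF-kB, immediate early genes and endoplasmic reticulum stress genes were mostly lower in EO771/shPlac1 cells, while other stress response lists were mixed. Of 28 genes that respond to NF-kB, 27 were measured and 26 were lower, with a median difference of -1.05 at percentile 0 among random lists matched on level. Nfkbia, the inhibitor that NF-kB induces as feedback, had a level of 8751 in EO771/Scr cells and 1513 in EO771/shPlac1 cells, and the differences of its 4 probe sets ran from -2.37 to -3.14. Gadd45b, a stress sensor that NF-kB also induces, was 14.4-fold lower (4948 against 344). Over 29 immediate early and MAPK feedback genes the median was -0.43 at percentile 0, with Zfp36, which destabilizes cytokine mRNA, lower by 3.77-fold. Over 30 genes of endoplasmic reticulum stress and its chaperones the median was -0.69 at percentile 0, and Ddit3, a transcription factor of that response, was 4.07-fold lower. Of 25 p53 targets and inhibitors of cyclin-dependent kinases, Gadd45a (5.51-fold), Trp53inp1 (3.88-fold) and Plk2 (3.52-fold) were lower past the limits, while the median was -0.11 at percentile 10.5 (-0.20 at percentile 2.23 over the 19 at a level of 100 or more). Of 20 genes of the cytosolic heat shock response, 11 were lower and 9 higher, with a median of -0.022 at percentile 25.2 (0.06 as the median over probe sets), and Cryab, Zfand2a and Hspa1b were lower past the limits. Over 15 glucocorticoid response genes the median was -0.20 at percentile 5.36, and -0.34 at percentile 0.32 by the median over probe sets. Of 28 splicing regulators and nuclear RNAs, 15 were lower and 13 higher, and the median of -0.26 (percentile 0.24) became -0.49 by the median over probe sets and -1.07 by the probe set with the largest difference. In this last list 5 were lower past the limits, such as the kinase Clk1 (3.87-fold) and the splicing factor Luc7l2 (3.93-fold), and Srsf2, Hnrnpd and Neat1 were higher, the latter 3 named after their values were seen. Over 24 epithelial genes the median was 0.05 at percentile 96.4 (-0.024 when each difference is centred on the median difference, and 0.81 at percentile 99.95 over the 9 at a level of 100 or more), and the keratin Krt8 (1817 and 5489) and the desmosome protein Pkp2 (165 and 514) were higher past the limits. These lists share some members, and each median describes 2 arrays only. Some members stand in Supplementary Table 2, which had been read when the lists were written. Among them are 6 of the 27 NF-kB response genes, 6 of the 20 heat shock genes and 11 of the 28 splicing genes.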

Changes in gene expression common to both EO771/shPlac1 and EO771/shCxcl1 cells, apart from Cxcl1, included reduced expression of Plau, Ly6a, CD68 and Rgs16 (Table 3). Plau is a well-known marker of metastasis^35^, and its role in invasion has been noted in trophoblast migration^36^. Ly6a/Sca-1 is a mouse stem cell and tumor-initiating cell biomarker^37,38^ that down-regulates several tumor suppressor pathways, including PPARγ, TGF-β and PTEN^39,40^. CD68 is a scavenger receptor involved in phagocytosis, particularly in M2 polarized macrophages^41^, and has been implicated in immunotolerance by tumor-associated macrophages^42^. Rgs16 is a G-protein-coupled receptor associated with vascular smooth muscle cell proliferation and angiogenesis, which play prominent roles in oncogenesis^43^. Thus, the functions of Plac1 in placental development^44^ appear to phenocopy its functions in tumorigenesis, which supports the onco-placental nature of cancer^3^. From a therapeutic perspective, our data not only suggest that Plac1 may be a potential drug target, but that chemokine receptor antagonists developed for chronic inflammatory disorders, including COPD and psoriasis^45,46^, may be useful adjuvants when used in combination with other therapies to enhance the efficacy of cancer treatment^47,48^.

## Methods

### Cell lines

EO771 cells were originally isolated from a spontaneous mammary carcinoma in C57BL/6 mice^49^, and were provided by Dr. Louis M. Weiner, Georgetown University. EO771 cells tested negative against the IMPACT II panel of infectious agents (IDEXX). Plac1 and Cxcl1 expression were reduced with the piLenti-sRNA-GFP lentiviral vector targeting the sequence 5′-CCACCTTATGTCTACAATCAAAAGAGCAT-3′ of Plac11 mRNA (cat #i034429, ABM, Vancouver, Canada) or the sequence 5′-CTGCACCCAAACCGAAGTCATAGCCACAC-3′ of Cxcl1 mRNA (cat # i042697, ABM); a scrambled sequence was used as a control. Lentivirus expression of Cxcl1 utilized Lenti ORF clone Cxcl1 (MR220966L1) from Origene and lenti vector CMV-mCxcl1-IRES-mCherry (VB170524-1062) from VectorBuilder or the vector lacking Cxcl1 as a control. HEK293T cells were co-transfected at 50% confluence with the lentiviral shRNA plasmid, psPAX2 packaging plasmid and the VSV-G/pMD2 envelope plasmid at a ratio of 2:1:0.1 using Fugene 6 (Promega). After 18 hr, medium was replaced with fresh growth medium, and after 24–48 hr, the virus-containing supernatant was collected, filtered through a 0.45 um filter, mixed with fresh cell culture medium at a ratio of 7:1, and added to EO771 cells with 8 µg/ml polybrene. A lentivirus expressing a scrambled non-silencing control shRNA (shRNAmir, ABM) served as a negative control. Cells were selected for stable integration of the virus by incubation with 7.5μg/ml puromycin (Sigma-Aldrich Corp.) for 10 days. The efficiency of integration was monitored by GFP expression by the lentivirus. Cell lines 34T, 105T, 437T, MC and NeuT were described previously^50,51^.

### Animals

EO771 cells at an inoculum of 1 × 10^6^ cells/0.1 ml were injected into the no. 4 mammary gland of C57BL/6 or SCID mice (Taconic), and tumor growth was monitored daily. Cxcr2 antagonist SB225002 (Sigma-Aldrich) was dissolved in a diluent containing 8% DMSO, 10% PEG-400 and 1.75% Tween-20 in water at a concentration of 0.4 or 4.0 mg/ml, and administered i.p. Monday through Friday at a dose of 2 or 20 mg/kg, respectively^52,53^. Other mouse mammary tumor cells lines tested for Plac1 expression were 34T, 105T, 437T and MC^40,51^. Animal studies were conducted under protocols approved by the Georgetown University Animal Care and Use Committee (protocol 2016-1143) in accordance with NIH guidelines for the ethical treatment of animals.

### Cell growth and cytotoxicity assays

EO771 or MC cells were grown in 96-well plates at an initial density of 5,000 cells per well. The cytotoxicity of SB225002 was determined in EO771 cells by dissolving the drug in DMSO and diluting in medium to a final DMSO concentration of 0.001%. Cell density was determined after incubation for 24, 48 and 72 hr by sulforhodamine B staining and measuring optical density at 570 nm^54^. Cytotoxicity assay data are shown in Supplementary Fig. 3.

### Histopathology and immunohistochemistry (IHC)

Mammary tumors were excised, and formalin-fixed, paraffin-embedded sections were prepared for H&E staining and IHC by the Tissue and Histopathology Shared Resource, LCCC. Antigen retrieval was carried out by incubation of tissue sections in 10 mM sodium citrate buffer (pH 6.0) for 20 min at a sub-boiling temperature in an electric steamer as previously described^14,51,55^. Endogenous peroxidase activity was quenched with 3% hydrogen peroxide for 10 min, and incubated for 30 min with blocking solution (10% goat serum in Tris-buffered saline), followed by incubation overnight at 4 °C with the appropriate primary antibody diluted in blocking solution. Biotin-conjugated secondary antibodies were diluted in TBS containing 0.1% Tween-20 and incubated for 30 min at room temperature using the ABC Vectastain (Vector Laboratories) detection system and diaminobenzidine (Pierce), and slides were counterstained with Harris-modified hematoxylin (Thermo-Fisher, Inc.), dehydrated and mounted in Permount (Thermo-Fisher, Inc.). Apoptosis was determined with the SignalStain Apoptosis IHC Detection kit for cleaved caspase-3 (Cell Signaling Technology). Antibodies and their dilutions for IHC and FACS are listed in Supplementary Table 1.

### Fluorescence-Activated Cell Sorting (FACS)

Tumor immune infiltrates were obtained by excising tumors, mincing them into small pieces and digestion with collagenase D (Roche) at a ratio of 15 ml collagenase solution per 2 g of tissue for 1 hr at 37 °C with shaking. The cell suspension was filtered through a 70 μm cell strainer (Falcon), washed, erythrocytes lysed and 1 × 10^6^ cells were analyzed by FACS. Cells were stained using the Live/Dead Fixable Dead Cell Stain Kit (Invitrogen) and excluded from analysis, and non-specific binding was blocked with Fc antibody CD16/32 (Biolegend). Cells were first sorted for CD45 (macrophages, MDSC, Treg cells, NK cells and dendritic cells), CD45^+^CD3^+^ (T cells) or CD45^+^CD4^+^ (Treg cells). Cells were further sorted for: macrophages: F4/80^+^/MHCII^+^, MDSC: CD11b^+^/Gr-1^+^, dendritic cells: CD11c^+^/MHCII^+^, T cells: CD4^+^/CD8^+^, NK cells: CD45^+^/NK1.1^+^ and Treg cells: CD25^+^/Foxp3^+^. The fluorescent-conjugated monoclonal antibodies and their dilutions are listed in Supplementary Table 1. Cells were stained for Foxp3 after fixation in 1% paraformaldehyde and permeabilization (Permeabilization Buffer, eBioscience). Flow cytometry data was acquired by the Flow Cytometry & Cell Sorting Shared Resource, LCCC, with a BD LSRFortessa analyzer (BD Biosciences) and FCS Express 4 software (De Novo Software) to determine mean fluorescence intensity.

### Gene microarray analysis

Microarray analysis was carried out as previously described^39,51,55–57^. Briefly, tissue was snap-frozen in liquid nitrogen, pulverized in a mortar and pestle and RNA was extracted using an RNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. RNA purity was assessed by the integrity of 18S and 28S rRNA using an Agilent microfluidic chip. Array analysis was carried out with cRNA prepared from equal amounts of RNA (1 μg) pooled from three replicates of cells per group. Biotin-labeled cRNA was fragmented at 94°C for 35 min and hybridized overnight to an Affymetrix mouse 430A 2.0 GeneChip^®^, and scanned with an Agilent Gene Array scanner. Grid alignment and raw data generation used the Affymetrix GeneChip^®^ Operating software 1.1. A noise value (*Q*) based on the variance of low-intensity probe cells was used to calculate a minimum threshold for each GeneChip. 

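On the EO771/Scr and EO771/shPlac1 arrays, 153 of 12393 genes differed by at least 3-fold with a level of 300 or more on at least 1 array. Of these, 72 were higher and 81 were lower in EO771/shPlac1 cells. By 10-fold or more, 7 genes were lower and 0 were higher. Beside chemokine genes and Cd68, the genes with the largest decreases included Ecm1, a secreted matrix protein (2473 against 157), Ifi27l2a, an interferon-induced protein (4356 against 304), and Ifi209, a member of a family of DNA-binding immune proteins (751 against 89.1). Those with the largest increases included Shcbp1, a protein of dividing cells (138 and 829), and Melk, a kinase of mitotic cells (98.2 and 498). Counted as probe sets, 117 were higher and 164 were lower. Of 49 genes with several probe sets of which at least 1 was higher past these limits, 43 had every probe set in that direction, as did 52 of 62 genes on the lower side. Over all genes, the middle 90 percent of log2 differences lay between -0.75 and 0.87. Without replicate arrays these counts rest on the size of the difference alone.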

Samples were averaged and data refined by eliminating genes with signal intensities <300 in both comparison groups, and heat maps were generated from ≥3-fold changes in gene expression normalized to control tissue using unsupervised hierarchical cluster analysis as previously described^58^. Gene expression data for EO771 control, EO881/shPlac1 and EO771/shCxcl1 cells are included in Supplementary Tables 2 and 3, respectively. Gene expression data for mice treated with vehicle or 20 mg/kg SB25001 are included in Supplementary Table 4. Gene interaction analysis utilized Ariadne Pathway Studio version 9.1 (Supplementary Fig. 4). Data sets were deposited in the GEO public database under accession no. GSE78202.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

Total RNA was extracted as described above, and RNA (1 µg) from each of 3 samples per group was reverse transcribed using the Omniscript RT kit (Qiagen) as previously described^39,51,55–57^. PCR was performed in triplicate using an ABI-Prism 7700 (Applied Biosystems, Foster City, CA) with SYBRGreen I detection (Qiagen) according to the manufacturer’s protocol. Amplification using the appropriate primers (Supplementary Table 5) was confirmed by ethidium bromide staining of the PCR products on an agarose gel. The expression of each target gene was normalized to GAPDH and is presented as the ratio of the target gene to GADPH expression calculated using the formula, 2^−ΔCt^, where ΔCt = Ct^Target^ − Ct18s ^39^.

### Statistical analysis

Statistical significance of means ± S.D. were evaluated using the two-tailed Student’s t test at a significance of *P* < 0.05. Differences in tumor growth *in vivo* were determined by the unpaired two-tailed Student’s t test at a significance of *P* < 0.05.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Plac1 Is a Key Regulator of the Inflammatory Response and Immune Tolerance In Mammary Tumorigenesis
**Source:** Sci Rep. 2018 Apr 9;8:5717. doi: 10.1038/s41598-018-24022-w
**Supplement:** Supplementary file 1 — Supplementary Information

# **Plac1 Is a Key Regulator of the Inflammatory Response and Immune Tolerance In Mammary Tumorigenesis**

Hongyan Yuan, Xiaoyi Wang, Chunmei Shi, Lu Jin, Jianxia Hu, Alston Zhang, James Li, Nairuthya Vijayendra, Venkata Doodala, Spencer Weiss, Yong Tang, Louis M. Weiner and Robert I. Glazer.

## **Supplementary Data**

Supplementary Figure 1. EO771/sh490/sh187 Plac1 tumor growth

Supplementary Figure 2. SB225002 cytotoxicity assay

Supplementary Figure 3. MC/Plac1 cells

Supplementary Figure 4. Immune signaling pathways

Supplementary Table 1. Antibodies for IHC and FACS

Supplementary Table 2. Gene expression in EO771/shPlac1 cells

Supplementary Table 3. Gene expression in EO771/shCxcl1 cells

Supplementary Table 4. Gene expression in EO771 tumors+SB25002 treatment

Supplementary Table 5. Gene expression for MC/Plac1 cells

Supplementary Table 6. List of primers for qRT-PCR analysis.

**a**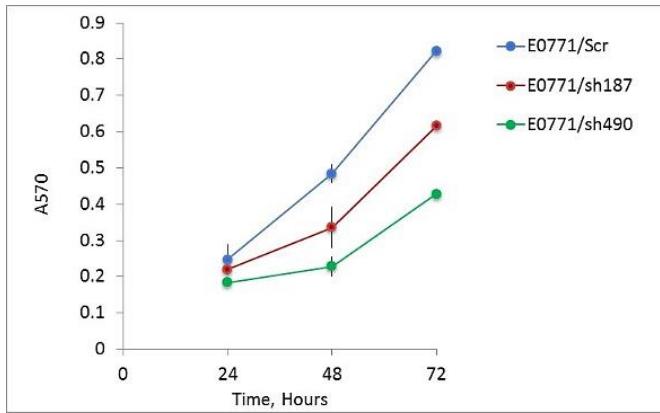**b**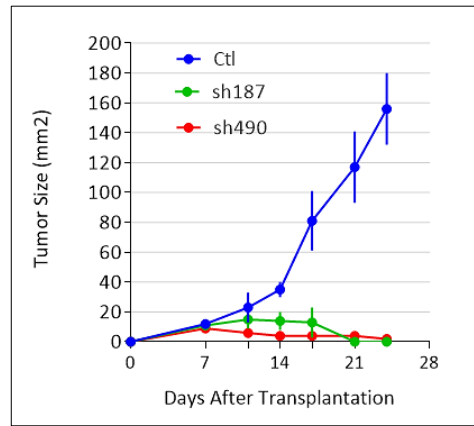

**Supplementary Figure 1. Growth of EO771/Scr, EO771/sh187 and EO771/sh490 cells, and the effect of Cxcl1 co-expression in EO771/sh490 cells.** (a) EO771/Scr, EO771/sh187 and EO771/sh490 cells were grown as monolayers and cell density determined by sulforhodamine B staining and measuring the absorbance at 570 nm. Shown is the mean±S.D. of triplicate determinations. The growth of EO771/sh490 cells differed significantly ( $P<0.001$ ) from EO771/Scr cells at 24-72 hr using the two-sided Student's t test. (b) C57BL/6 mice at five weeks of age, were inoculated in the mammary gland with  $1 \times 10^6$  cells, and tumor size determined by caliper measurement in two dimensions. The growth of EO771/sh187 or EO771/sh490 cells differed significantly from EO771/Scr ( $P<0.01$ ) by the unpaired Student's t test. Shown is the mean±SD, N=6 per group.

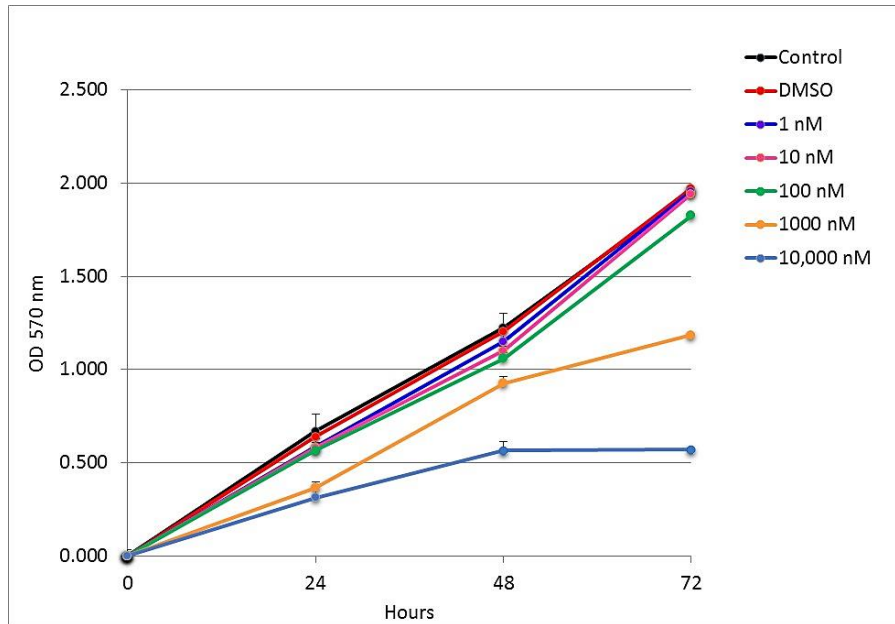

**Supplementary Figure 2. In vitro cytotoxicity of SB225002 to EO771 cells.** EO771 cells were grown in 96-well plates at an initial density of 5,000 cells per well, and treated with 0.001% DMSO or SB225002. Cell density was determined after 24, 48 and 72 hr by sulforhodamine B staining and measuring absorbance at 570 nm. Indicated is the final concentration (nM) of SB225002. Shown is the mean  $\pm$  SD of triplicate determinations.

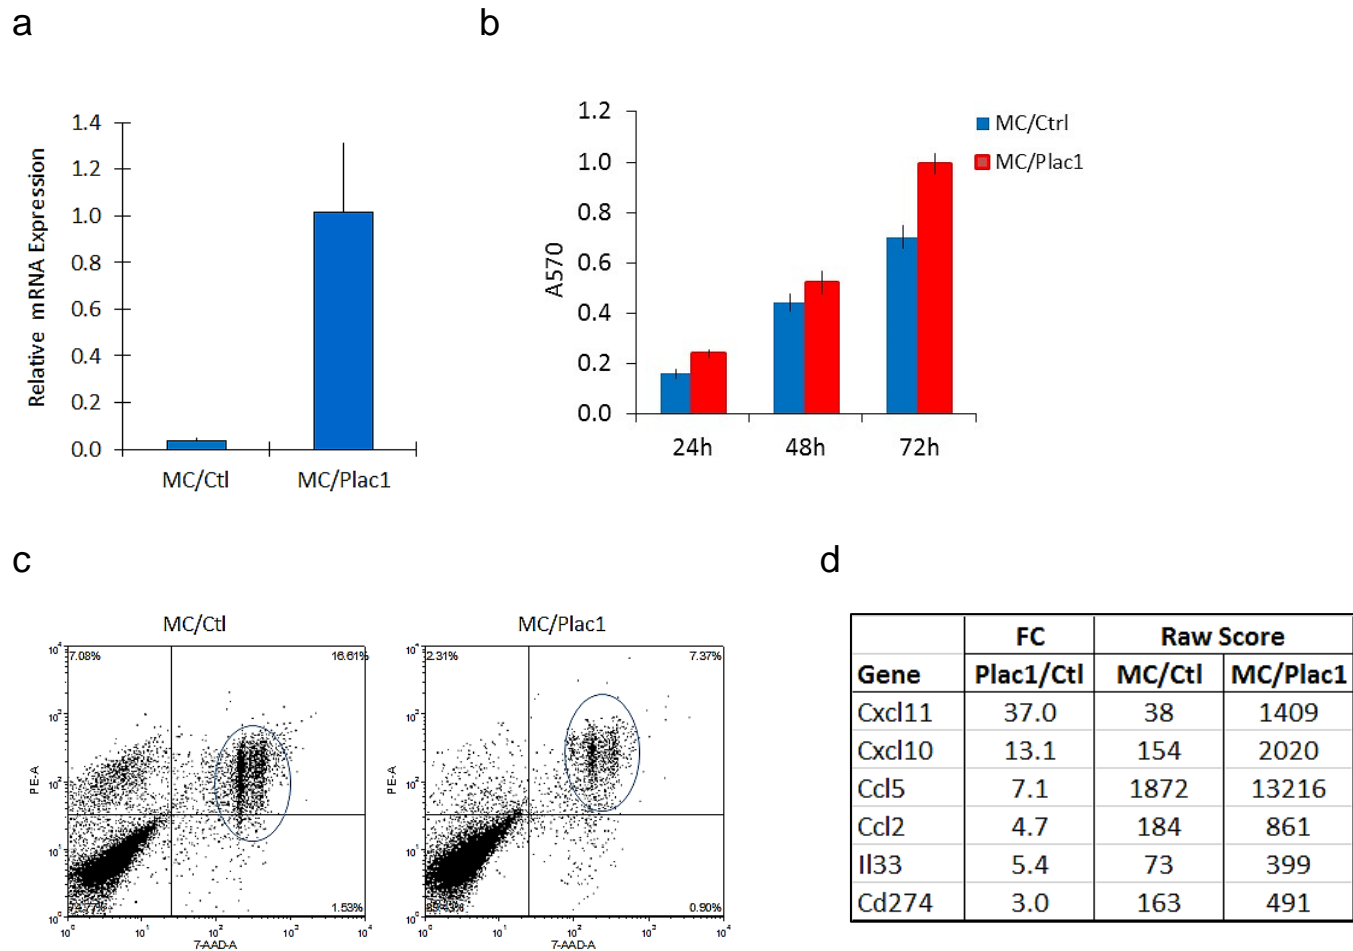

**Supplementary Figure 3. Overexpression of Plac1 in MC mammary tumor cells.** (a) qRT-PCR analysis of MC/Plac1 cells transfected with a vector expressing murine Plac1 and selected in G-418. MC/Plac1 cells expressed significantly greater levels of Plac1 than control MC/Ctl cells by the two-sided Student's t test ( $P < 0.001$ ,  $N = 3$ ). (b) MC/Plac1 cells were grown in a 96-well plate at an initial density of 5,000 cells per well for 24-72 hr, and cell density determined by sulforhodamine B staining and measuring absorbance at 570 nm. Shown is the mean  $\pm$  SD of triplicate determinations. (c) Analysis of apoptosis in MC/Plac1 cells by fluorescence of 7-aminoactinomycin D as a measure of cell viability. The scatter determined by FACS is *circled* and is a measure of late apoptosis, which decreased from 16.6% in MC/Ctl cells to 7.3% in MC/Plac1 cells. (d) Table of chemokine and immune-related gene expression in MC/Ctl and MC/Plac1 cells as determined by Affymetrix gene expression profiling (see Supplementary Table 5 for full list).

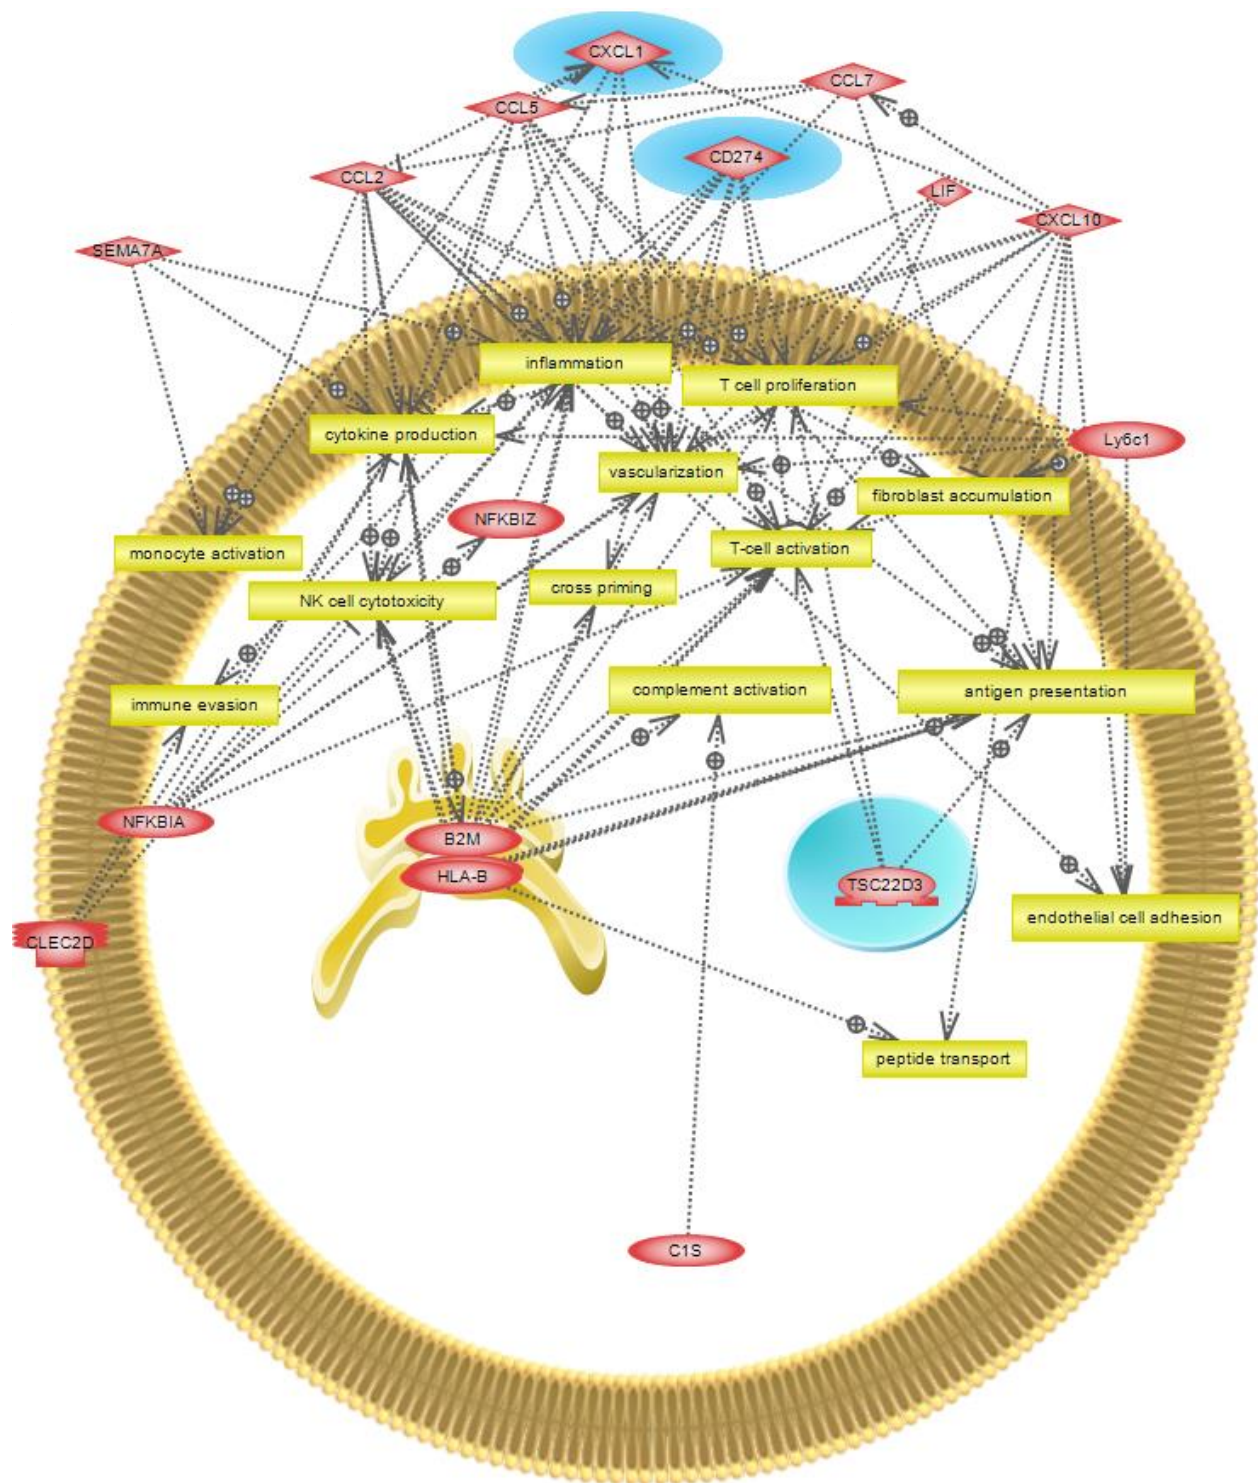

**Supplementary Figure 4. Schematic of immune signaling by Plac1 in EO771 cells.** Based on data in Table 1, EO771 cells overexpress several chemokines and immune factors, which regulate inflammation, cytokine production, fibroblast activation, antigen presentation, and monocyte and T cell activation. Plac1 maintained high CXCL1 expression, a chemokine that activates CXCR2 on MDSC, whereas, CD274/ PD-L1 expressed by MDSC and tumor cells activates Treg cells; both pathways contribute to immune tolerance. Inhibition of CXCR2 with an antagonist and treatment with a PD-L1 mAb counteracts in part activation of a tolerogenic tumor microenvironment.

**Supplementary Table 1. Antibodies for IHC and FACS.**

|                                    | Catalog #  | Source      | Dilution |      |
|------------------------------------|------------|-------------|----------|------|
|                                    |            |             | IHC      | FACS |
| anti-Plac1                         | sc-365919  | Santa Cruz  | 400      |      |
| anti-PD-L1                         | 17952-I-AP | Proteintech | 200      |      |
| anti-Cxcl1                         | sc-1374    | Santa Cruz  | 120      |      |
| anti-CD8a                          | 14-0808-82 | eBioscience | 40       |      |
| anti-SMA                           | sc130617   | Santa Cruz  | 100      |      |
| anti-Ki67                          | CRM325     | Biocare     | 50       |      |
| anti-CD31                          | ab56299    | abcam       | 100      |      |
| anti-Foxp3                         | 14-5773-82 | eBioscience | 50       |      |
| CD16/32                            | 101301     | Biolegend   |          | 100  |
| FITC anti-mouse CD4                | 100509     | Biolegend   |          | 200  |
| PE/Cy7 anti-mouse CD8a             | 100721     | Biolegend   |          | 40   |
| APC anti-mouse CD3 epsilon         | 100311     | Biolegend   |          | 100  |
| APC anti-mouse CD25                | 102011     | Biolegend   |          | 400  |
| PE anti-mouse CD80                 | 104707     | Biolegend   |          | 400  |
| PE anti-mouse CD86                 | 105007     | Biolegend   |          | 125  |
| APC anti-mouse F4/80               | 123115     | Biolegend   |          | 80   |
| APC/Cy7 anti-mouse CD45            | 103115     | Biolegend   |          | 80   |
| PE anti-mouse NK1.1                | 108707     | Biolegend   |          | 80   |
| APC anti-mouse CD11c               | 117309     | Biolegend   |          | 80   |
| APC anti-mouse/human CD11b         | 101211     | Biolegend   |          | 80   |
| PE anti-mouse Foxp3                | 12-4771-80 | eBioscience |          | 80   |
| PE/Cy7 anti-mouse Ly6g/Ly6c (Gr-1) | 108415     | Biolegend   |          | 200  |

**Supplementary Table 2. Gene expression in EO771/shPlac1 cells.** Shown are genes with  $\geq 3$ -fold change in expression and a raw score  $\geq 300$  in EO771/shPlac1 or EO771/Scr cells.

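The table sets the genes that differ between EO771/Scr and EO771/shPlac1 cells in sections by function, with the log2 signal, the raw score and the fold of each. It lists 159 genes, 71 higher and 88 lower in EO771/shPlac1 cells, and 148 of them were measured here by a probe set named for that gene alone. By the probe set with the highest mean signal, 142 differed in the direction of the table and 112 passed its limits of fold and raw score. The printed log2 values match 1 probe set of the gene for 109 genes (within 0.0055) and the mean of several of its probe sets for 29 genes (within 0.011). Of the genes that passed the limits on the 2 arrays, 41 are not in the table, such as Nppb, a natriuretic peptide (3932 against 481), Plet1, a surface protein of trophoblast progenitors (317 against 31.8), and the mitotic motor Kif11 (99.8 and 501).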

**Supplementary Table 3. Gene expression in EO771/shCxc1.** Shown are  $\geq 3.0$ -fold changes in gene expression with a raw score  $\geq 300$  in EO771/shCxc1 or EO771/Scr cells.

| Function                   | log 2 |        | Raw Score |        | FC     | Gene Name                                                                      |
|----------------------------|-------|--------|-----------|--------|--------|--------------------------------------------------------------------------------|
|                            | Scr   | shCxc1 | Scr       | shCxc1 | sh/Scr |                                                                                |
| <b>Adhesion/ECM</b>        |       |        |           |        |        |                                                                                |
| Plet1                      | 9.07  | 7.15   | 538       | 142    | -3.8   | Placenta Expressed Transcript 1, ECM, wound repair                             |
| <b>Apoptosis</b>           |       |        |           |        |        |                                                                                |
| CD82                       | 11.42 | 9.78   | 2747      | 878    | -3.1   | Kangai 1 (Suppression Of Tumorigenicity 6, Prostate                            |
| <b>Immune/Inflammation</b> |       |        |           |        |        |                                                                                |
| Ly6a                       | 12.93 | 11.29  | 7787      | 2512   | -3.1   | Lymphocyte antigen 6 complex, locus A, Stem cell antigen-1, Sca-1              |
| Il23a                      | 8.84  | 7.06   | 459       | 133    | -3.5   | Innate and adaptive immunity, autoimmunity, inflammatory cytokines             |
| C3                         | 8.48  | 6.55   | 358       | 94     | -3.8   | Complement Component 3, innate and adaptive immunity, inflammation             |
| Cxcl1                      | 11.06 | 9.07   | 2137      | 536    | -4.0   | Chemokine (C-X-C Motif) Ligand 1 (Melanoma Growth Stimulating Activity, Alpha) |
| CD68                       | 8.62  | 6.54   | 394       | 93     | -4.2   | Macrophage phagocytosis                                                        |
| <b>Invasion/Motility</b>   |       |        |           |        |        |                                                                                |
| Plau                       | 9.89  | 7.05   | 949       | 133    | -7.3   | Plasminogen activator urokinase                                                |
| <b>Mitosis</b>             |       |        |           |        |        |                                                                                |
| Clip4                      | 8.61  | 6.91   | 391       | 120    | -3.6   | CAP-GLY Domain Containing Linker Protein Family, Member 4, centrosome          |
| Piwi2                      | 9.46  | 7.64   | 707       | 199    | -3.6   | Piwi-Like RNA-Mediated Gene Silencing 2, meiosis, oncogene when overexpressed  |
| <b>Signaling</b>           |       |        |           |        |        |                                                                                |
| Rgs16                      | 10.79 | 9.15   | 1771      | 568    | -3.2   | Regulator of G-Protein Signaling 16                                            |
| <b>Transport</b>           |       |        |           |        |        |                                                                                |
| Slc7a3                     | 7.76  | 9.39   | 217       | 673    | 3.1    | Solute Carrier Family 7 (Cationic Amino Acid Transporter, Y+ System), Member 3 |

**Supplementary Table 4. Gene expression in EO771 isografts from SB25002-treated mice.** Shown are genes with  $\geq 3$ -fold change in expression and a raw score  $\geq 300$  in mammary tumors from mice treated with vehicle or 20 mg/kg SB25002.

| Function                         | log2    |         | Raw Score |         | FC   | Gene Name                                                                                                    |
|----------------------------------|---------|---------|-----------|---------|------|--------------------------------------------------------------------------------------------------------------|
|                                  | Vehicle | SB25002 | Vehicle   | SB25002 |      |                                                                                                              |
| <b>Adhesion/ECM</b>              |         |         |           |         |      |                                                                                                              |
| Cgref1                           | 11.6121 | 13.3081 | 3130      | 10142   | 3.2  | cell growth regulator with EF hand domain 1                                                                  |
| Nrcam                            | 8.0089  | 9.6418  | 258       | 799     | 3.1  | neuronal cell adhesion molecule                                                                              |
| <b>Apoptosis</b>                 |         |         |           |         |      |                                                                                                              |
| Cidea                            | 8.7618  | 7.1531  | 434       | 142     | -3.0 | cell death-inducing DNA fragmentation factor, alpha subunit-like effector A                                  |
| <b>Differentiation</b>           |         |         |           |         |      |                                                                                                              |
| Krt18                            | 13.0294 | 14.6218 | 8360      | 25211   | 3.0  | keratin 18                                                                                                   |
| Lor                              | 9.5320  | 6.3053  | 740       | 79      | -9.4 | loricrin                                                                                                     |
| <b>Immune/Inflammation</b>       |         |         |           |         |      |                                                                                                              |
| Ly6c1                            | 14.9712 | 13.4000 | 32121     | 10809   | -3.0 | lymphocyte antigen 6 complex, locus C1                                                                       |
| Ly6d                             | 8.8947  | 7.3091  | 476       | 159     | -3.0 | lymphocyte antigen 6 complex, locus D                                                                        |
| Tmem176a                         | 10.6826 | 9.0431  | 1644      | 528     | -3.1 | transmembrane protein 176A                                                                                   |
| C1qtnf1                          | 10.4737 | 8.6785  | 1422      | 410     | -3.5 | C1q and tumor necrosis factor related protein 1                                                              |
| Tmem176b                         | 15.2836 | 13.2279 | 39886     | 9594    | -4.2 | transmembrane protein 176B                                                                                   |
| <b>Invasion/Motility</b>         |         |         |           |         |      |                                                                                                              |
| Tspan2                           | 9.2743  | 10.8752 | 619       | 1878    | 3.0  | tetraspanin 2                                                                                                |
| Tnnt2                            | 9.8600  | 11.4300 | 929       | 2759    | 3.0  | troponin T2, cardiac                                                                                         |
| Serpinb1a                        | 12.8849 | 10.8336 | 7564      | 1825    | -4.1 | serine (or cysteine) peptidase inhibitor, clade B, member 1a                                                 |
| <b>Metabolism</b>                |         |         |           |         |      |                                                                                                              |
| Tex101                           | 8.5414  | 10.3233 | 373       | 1281    | 3.4  | testis expressed gene 101                                                                                    |
| Cpt1c                            | 6.8928  | 8.5777  | 119       | 382     | 3.2  | carnitine palmitoyltransferase 1c                                                                            |
| Pla2g5                           | 12.3834 | 10.8200 | 5343      | 1808    | 3.0  | phospholipase A2, group V                                                                                    |
| Gsta2                            | 8.9964  | 7.1455  | 511       | 142     | -3.6 | glutathione S-transferase, alpha 2 (Yc2)                                                                     |
| Plin4                            | 10.3196 | 7.7437  | 1278      | 214     | -6.0 | perilipin 4                                                                                                  |
| Gpd1                             | 9.8930  | 7.1120  | 951       | 138     | -6.9 | glycerol-3-phosphate dehydrogenase 1 (soluble)                                                               |
| Hp                               | 14.7010 | 11.5504 | 26634     | 2999    | -8.9 | haptoglobin                                                                                                  |
| <b>Proliferation</b>             |         |         |           |         |      |                                                                                                              |
| Figf                             | 10.8829 | 9.3714  | 1888      | 640     | 3.0  | c-fos induced growth factor                                                                                  |
| Greb1                            | 12.9176 | 14.7121 | 7737      | 26840   | 3.5  | gene regulated by estrogen in breast cancer protein                                                          |
| <b>Signaling</b>                 |         |         |           |         |      |                                                                                                              |
| F3                               | 9.0419  | 10.6820 | 527       | 1643    | 3.1  | coagulation factor III                                                                                       |
| P2rx3                            | 9.2673  | 7.6281  | 616       | 198     | -3.1 | purinergic receptor P2X, ligand-gated ion channel, 3                                                         |
| Snca                             | 11.6458 | 9.5825  | 3204      | 767     | -4.2 | synuclein, gamma                                                                                             |
| <b>Transcription/Translation</b> |         |         |           |         |      |                                                                                                              |
| Anp32a                           | 12.4230 | 14.0442 | 5491      | 16894   | 3.1  | acidic (leucine-rich) nuclear phosphoprotein 32 family, member A                                             |
| Pcbd1                            | 11.4736 | 9.7331  | 2844      | 851     | -3.3 | pterin 4 alpha carbinolamine dehydratase/dimerization cofactor of hepatocyte nuclear factor 1 alpha (TCF1) 1 |
| Glod5                            | 9.8789  | 7.7521  | 942       | 216     | -4.4 | glyoxalase domain containing 5                                                                               |
| <b>Transport</b>                 |         |         |           |         |      |                                                                                                              |
| Scara5                           | 11.5306 | 9.7621  | 2958      | 868     | -3.4 | scavenger receptor class A, member 5 (putative)                                                              |
| Mup-ps16                         | 9.3871  | 7.5667  | 670       | 190     | -3.5 | major urinary protein, pseudogene 16                                                                         |
| Mup4                             | 10.2305 | 8.1747  | 1201      | 289     | -4.2 | major urinary protein 4                                                                                      |
| Retn                             | 9.6222  | 7.5379  | 788       | 186     | -4.2 | resistin                                                                                                     |
| Mup19                            | 11.7530 | 8.9928  | 3451      | 509     | -6.8 | major urinary protein 19                                                                                     |

**Supplemental Table 5. Gene expression in MC/Plac1 cells.** Shown are genes with  $\geq 3$ -fold change in expression with a raw score  $\geq 300$  in MC/Ctl or MC/Plac1 cells.

**Supplementary Table 6. List of primers for qRT-PCR analysis**

| Gene Accession #       | Primer Name                    | Sequence                                          | Amplicon size (bp) | Primer Location        |
|------------------------|--------------------------------|---------------------------------------------------|--------------------|------------------------|
| Cxcl1<br>NM_008176.3   | mCxcl1 rRNA-F<br>mCxcl1 rRNA-R | GTGTCTAGTTGGTAGGGCATAAT<br>CAGTCCTTTGAACGTCTCTGT  | 94                 | 823-846<br>896-917     |
| Ccl2<br>NM_011333.3    | mCcl2 rRNA-F<br>mCcl2 rRNA-R   | CTCGGACTGTGATGCCTTAAT<br>TGGATCCACACCTTGCAATTA    | 106                | 538-559<br>623-644     |
| Ccl5<br>NM_013653.3    | mCcl5 rRNA-F<br>mCcl5 rRNA-R   | CCAGAGAAGAAGTGGGTTC AAG<br>AGCAATGACAGGGAAGCTATAC | 100                | 283-305<br>361-383     |
| Ccl7<br>NM_013654.3    | mCcl7 rRNA-F<br>mCcl7 rRNA-R   | GGATAGGAGCTGTCTGTAGGA<br>CATGAGGTCTCCAGAGCTTTAC   | 128                | 472-493<br>578-600     |
| CD274<br>NM_021893.3   | mCD274 rRNA-F<br>mCD274 rRNA-R | GAGTGCAGATTCCTGTAGAAC<br>CTCCTCTCCTGCCACAAAC      | 99                 | 198-220<br>227-297     |
| Lif<br>NM_008501.2     | mLif rRNA-F<br>mLif rRNA-R     | CGCCAATGCTCTCTTCATTTT<br>ATGGGAAGTCTGTCATGTTAGG   | 98                 | 177-198<br>253-275     |
| Plac1<br>NM_019538.4   | mPlac1 rRNA-F<br>mPlac1 rRNA-R | GAGGTCCTTCTTGTGTAGTCATC<br>ATCTGGGCACTATATGGGTTTC | 96                 | 790-813<br>864-886     |
| 18S rRNA<br>NR_003278  | m18S rRNA-F<br>m18S rRNA-R     | TCGGAACTGAGGCCATGATT<br>CCTCCGACTTTTCGTTCTTGATT   | 146                | 900-919<br>1024-1045   |
| CD68<br>NM_001291058.1 | mCD68 rRNA-F<br>mCD68 rRNA-R   | CCCACCTGTCTCTCTCATTTT<br>GTATTCCACCGCCATGTAGT     | 107                | 545-566<br>632-652     |
| Ly6a<br>NM_001271416.1 | mLy6a rRNA-F<br>mLy68 rRNA-R   | CTCAGGAGGCAGCAGTTATT<br>GTACCCAGGATCTCCATACTTTC   | 106                | 164-184<br>247-270     |
| IL23a<br>NM_031252.2   | mIL23a rRNA-F<br>mIL23a rRNA-R | CCAGCGGGACATATGAATCTAC<br>TGTGGGT CACAACCATCTTC   | 95                 | 148-170<br>223-243     |
| Plau<br>NM_008873.3    | mPlau rRNA-F<br>mPlau rRNA-R   | GATTCTGGAGGACCGCTTATC<br>GTAGACACCGGGCTTGTTT      | 105                | 1129-1150<br>1215-1234 |

How the deposited data were processed for this re-analysis (not part of the article)

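RNA from EO771/Scr and EO771/shPlac1 mouse mammary carcinoma cells was measured on Affymetrix mouse GeneChips, with 1 array per condition and equal amounts of RNA (1 μg) pooled from 3 cultures on each. The deposited values are log2 signals on 22690 probe sets. The submitters' processing notes name affy and RMA without a version, and the methods of the paper name GeneChip Operating software for the raw data; the authors made these log2 values before deposit, and they were used here with no further normalization. All columns of per-sample values were used. No raw probe intensities were used here.

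Probe sets were named by the gene symbols supplied with the array, and 20393 had 1 symbol, 691 several and 1606 none. The 64 control probe sets, and those with several symbols or none, stand for no gene. Each of 12393 genes was represented by its probe set with the highest mean log2 signal over both arrays. A level is 2 to the power of the log2 signal. The limits of the study were applied as stated, at least 3-fold and a level of at least 300 on at least 1 array.

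The precision is limited by the number of arrays. With 1 pooled array per condition, no spread between cultures could be computed, so no difference has a p-value, an SD between replicates or a standard error, and differences are described by their size. Folds and differences with a level under 100 on either array are approximate, because how far such signals lie above background was not determined. Across probe sets, the log2 signals of the 2 arrays had a Pearson correlation of 0.977, where probe sets are not independent replicates, and the difference had an SD of 0.53. Exactly equal signals on both arrays occurred for 492 probe sets, and 396 of these had a mean level under 50.

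Gene lists, 28 in number with 11 to 58 members, were written down before the data were examined, as were the genes to name: the genes of Table 1 and the EO771/shPlac1 genes of Table 3 with Plac1 and Nfkbia, whose values in the tables of the paper had been seen; the 10 genes with the largest fold in each direction past the limits; and up to 4 members per list with the largest difference among those at a level of 300 or more. Other genes named in the text were chosen after their values were seen. The lists cover chemokine ligands, cytokines, NF-kB response, interferon-stimulated genes, class I antigen presentation, immune checkpoints, complement, the Ly6 family, DNA replication, mitosis, homologous recombination, p53 targets, endoplasmic reticulum stress, heat shock, proteases, epithelial and mesenchymal genes, angiogenesis, trophoblast genes, regulators named by the paper, glucocorticoid response, immediate early genes, splicing, ribosomal proteins, reference genes, and markers of leukocytes, endothelium and adipocytes. For each list the median difference was set against 10000 random lists of the same size drawn from 20 bins of mean log2 signal, and the percentile describes these 2 arrays. Some genes belong to several lists. The tables of the paper, which print values of these 2 arrays, had been read when the lists were written. Supplementary Table 2 holds 25 of the 54 measured mitosis genes and 12 of the 43 DNA replication genes. It also holds 11 of the 28 splicing genes, 5 of the 16 class I genes and 5 of the 34 chemokine genes, the latter being all those at a level of 300 or more. The medians, counts and percentiles of such lists are therefore not independent of the values printed by the paper.

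The alternatives were the median over the probe sets of a gene, the probe set with the largest difference, leaving out probe sets prone to cross-hybridisation (IDs ending in _x_at or _s_at), centring on the median difference of probe sets at a level of at least 100, a loess curve of the difference on the mean log2 signal (span 0.4, 3 robustness iterations), level limits of 100 and 1000, fold limits of 2 and 4, counting probe sets, and list members at a level of at least 100. Values of the study's tables were compared with those of the arrays and called different when the sign differed or one was more than 1.5 times the other.

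The counting and ranking steps were tested on simulated data. Of 200 genes changed by 4-fold among 12393 simulated genes, 199 were recovered in the right direction and 0 unchanged genes were called, at an assumed noise SD of 0.15 that was not measured in these cells. That noise lies under the SD of 0.34 between probe sets of a gene and far under the 3-fold limit. The 0 false calls therefore check the counting step only and give no error rate for these arrays. Of 200 unshifted lists, 11 fell outside the middle 95 percent. Their genes were drawn independently, so they do not check percentiles of lists whose genes vary together. The calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. The arrays of EO771/shCxcl1 cells, MC/Plac1 cells and tumors were not analysed here.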

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

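The lists and limits behind these results were set before the data were examined, and the choice of which lists the paper leaves unnamed, the test for swapped labels and the tests for RNA degradation and leukocytes were made after the values were seen. Supplementary Table 2, which prints values of these arrays for part of the list members, had been read when the lists were written.

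Among genes past the limits of fold and level, 41 are not in Supplementary Table 2, of which 16 were higher and 25 lower in EO771/shPlac1 cells. They include Ecm1 (15.8-fold lower), Ifi27l2a (14.3-fold lower), Ifi209 (8.43-fold lower), Nppb (8.18-fold lower) and Cenpe (8.39-fold higher); the folds of Ifi209 and Cenpe are approximate, with 1 level under 100.

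Of 9 gene groups that the paper does not name, 4 had medians below those of nearly all matched random lists (percentile under 0.1). The median difference was -1.05 for NF-kB response genes, -0.69 for endoplasmic reticulum stress genes and chaperones, -0.43 for immediate early and MAPK feedback genes and -0.35 for interferon-stimulated genes. For the interferon-stimulated genes 20 members were lower and 11 higher, so the group did not move as a whole.

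Chemokine, NF-kB response and class I antigen presentation genes were lower together, with a median of -0.49 over 73 genes and 66 of them lower in EO771/shPlac1 cells. After the loess correction the median was -0.53, below all matched random lists. The curve lay only between -0.10 and 0.10, so the correction could hardly move the median. A trend with signal level over all probe sets was thus too small to carry this pattern. The hybridization controls, lower by 0.16 to 0.79 on the EO771/shPlac1 array, lie off that curve, and the reason was not tested. Degraded RNA on the EO771/shPlac1 array was tested by the 3' minus 5' signal of Gapdh and Actb, which changed by -0.020 and -0.18 between the arrays where degradation would raise it. RNA of leukocytes in the EO771/Scr cultures, in a share large enough to carry the pattern, would bring their abundant transcripts, but the highest of 27 leukocyte markers there had a level of 115 and each on its own probe set differed by -0.73 to 0.39 between the arrays; a small share is not excluded, because probe sets differ in sensitivity. A response of the tumor cells to the knockdown remains a hypothesis, as do differences between the pooled cultures in density or medium, which were not tested.

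DNA replication and mitosis genes were higher in EO771/shPlac1 cells, with a median of 1.51 over 97 genes, although the paper reports slower growth of these cells (Fig. 1c). After the loess correction the median was 1.41, above all matched random lists. The curve lay only between -0.10 and 0.10, so this correction too could hardly move the median. A trend with signal level over all probe sets was too small to carry it. Without probe sets prone to cross-hybridisation the median was 1.504. Such probe sets stood for only 17 of the 97 genes, too few to carry the median, so it could hardly move in this setting. Cross-hybridisation of the other probe sets was not tested. Swapped labels could not be tested with Plac1, which gave a difference of 0 between the arrays. By qRT-PCR (Fig. 1d) the paper found Plac1, Cxcl1, Ccl5, Lif and CD274 significantly lower in EO771/shPlac1 cells. Ccl7 was not significantly different. On the arrays as labelled, Cxcl1, Ccl5, Lif and Cd274 were also lower in these cells, Cxcl1 by 66.4-fold. A swap would make them higher there, against that qRT-PCR. These values argue against swapped labels, for the genes they cover. No DNA replication or mitosis gene is named in that qRT-PCR. Culture density at harvest may differ between a slower and a faster growing line and stays open, as does an effect of the knockdown itself; neither was tested.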

How the results depend on the processing

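All alternatives were set before the data were examined. No paired analysis was possible because each condition has 1 pooled array, and for the same reason no replicate could be left out. The direction was the same under every alternative for 26 of 28 gene lists and 95 of 99 named genes. In every setting 9 lists stayed at or below percentile 0.14 and the lists of DNA replication, mitosis and homologous recombination stayed at percentile 100. Of 492 values of named genes, 465 moved by less than the SD between probe sets of a gene, and among genes whose difference exceeds that SD, 1 changed sign, Tfrc, at -0.019 by the median over probe sets; Egfl7, whose difference of 0.09 lies under that SD, became -0.25 by the largest difference. Of 164 list values, 129 moved by less than the SD of random lists. The 72 genes higher and 81 lower past the limits became 53 and 74 by the median over probe sets, 79 and 107 by the largest difference, 66 and 77 without probe sets prone to cross-hybridisation, 62 and 96 after centring, 62 and 97 after loess, and 94 and 102 at a level of 100. By construction of the limits they became 25 and 47 at a level of 1000, 268 and 245 at 2-fold, 31 and 42 at 4-fold, and 117 and 164 as probe sets. With only list members at a level of 100 or more, the median moved to -2.28 for chemokines, -1.22 for cytokines, -1.19 for NF-kB response, -0.32 for immune checkpoints, -1.12 for complement, -0.71 for proteases, 0.81 for epithelial genes, -1.44 for angiogenesis, -0.79 for trophoblast genes and -0.29 for regulators named by the paper, because members with low signals were left out. Centring, which subtracts 0.07, moved it to -0.34 for chemokines, -0.41 for cytokines, -0.024 for epithelial genes, -0.18 for trophoblast genes and -0.17 for leukocyte markers. The loess curve, which ran from -0.10 to 0.10, moved it to -0.18 for chemokines, -0.27 for cytokines, 1.57 for mitosis, 0.14 for epithelial genes, -0.017 for trophoblast genes and -0.033 for leukocyte markers. By the median over probe sets it was -0.68 for class I antigen presentation, 1.54 for mitosis, -0.57 for endoplasmic reticulum stress, -0.34 for glucocorticoid response, -0.32 for immediate early genes and -0.49 for splicing regulators. By the probe set with the largest difference it was -0.23 for complement, 1.25 for DNA replication, -0.82 for endoplasmic reticulum stress, 0.11 for heat shock, -0.20 for trophoblast genes, -0.37 for glucocorticoid response and -1.07 for splicing regulators. Without probe sets prone to cross-hybridisation it was -0.37 for glucocorticoid response. For the last 3 settings the cause was not tested. How far signals under 100 lie above background was not determined, which limits what can be said of 27 of the 34 chemokine genes and of Plac1.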

Differences from the paper's values

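Folds are written as in the paper, below 0 for lower in EO771/shPlac1 cells, and each gene is taken here by its probe set with the highest mean signal. Of 148 genes of Supplementary Table 2 measured here, 123 had a fold within 1.5 times the paper's and 25 did not. The alternatives, set before the data were examined, are the median over probe sets, the probe set with the largest difference, leaving out probe sets prone to cross-hybridisation, centring and loess.

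For Cd68 the fold was -16.9 and the paper's fold in Table 3 is -4.2, while the paper's fold in Table 1 is -18; all 5 alternatives differ from the value of Table 3. For Ramp3 the fold was -4.78 and the paper's is -2.8, though the raw scores of the same row give the fold found here, and all 5 alternatives differ.

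For Tyms the fold was -1.06 and the paper's 5.9, for B2m -2.10 and the paper's -5.3, for Idua -1.12 and the paper's -3.2, and for Srprb -1.37 and the paper's -3.8; all 5 alternatives differ for these genes. The log2 values that the paper prints for them match a probe set that has no symbol here (B2m, Idua) or is shared by 2 genes (Tyms, Srprb), with folds of 5.95, -5.35, -3.26 and -3.89 for Tyms, B2m, Idua and Srprb.

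Only the probe set with the largest difference came within 1.5 times for the next group, and the other 4 alternatives differ. The fold here and the paper's are -1.32 and -5.0 for Dnpep, -1.27 and -3.7 for Pafah1b1, -2.18 and -5.3 for Zwint, 1.35 and -3.7 for Vcp, 1.30 and -4.0 for Rab14, 1.34 and -5.3 for Dnajb6, -1.09 and -6.7 for Hspa8, 2.16 and 4.0 for Srsf1, 1.28 and 3.9 for Gatad2a, -1.03 and -4.0 for Rps10, and -1.16 and -4.2 for Pabpc1, the paper's value standing last in each pair.

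The largest difference and the median over probe sets came within 1.5 times, and the other 3 alternatives differ, for Sdc1 (-1.66 against the paper's -3.2), Hspa4 (-1.001 against the paper's 3.4), Ide (2.04 against the paper's 3.2), Arih2 (-2.03 against the paper's -4.2) and Malat1 (-1.76 against the paper's -3.2). Those 2 settings and leaving out probe sets prone to cross-hybridisation did so for Fen1 (2.09 against the paper's 4.6) and Taf1d (-2.01 against the paper's -3.4), where centring and loess differ. The largest difference and leaving out such probe sets did so for H2-D1 (-2.89 against the paper's -5.0) and Rpl41 (1.003 against the paper's -3.6), where the median over probe sets, centring and loess differ.

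Of the 148 genes, 112 passed the limits of the study here. The number was 142 by the probe set with the largest difference, of which 31 did not pass by the probe set with the highest mean signal, and 88 by the median over probe sets, 107 without probe sets prone to cross-hybridisation, 105 after centring and 104 after loess. Table 1 lists CD274 among genes with a raw score of at least 300, where Cd274 had a level of 248 here and passed only with the level limit of 100 and not under the other alternatives. The log2 values that the paper prints for Cd274 match none of the probe sets, as for 7 more genes of Supplementary Table 2. The log2 values and raw scores printed for Diap3 are those of the probe set named Diaph2 here, which had a fold of 8.02. The fold of 9.1 printed for Diap3 is near that of Diaph3 here, 9.16.

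The paper's fold for Plac1 in EO771/shPlac1 cells is about -84 in Fig. 3b, read by eye, and Fig. 1b gives Plac1 as almost lost by qRT-PCR; its level was 83.9 on both arrays here, a fold of 1. The fold was -1.05 after centring and 1.02 after loess, and all 5 alternatives differ from the paper's. Plac1 stands in neither Table 1 nor Supplementary Table 2, and the legend of Fig. 3b does not name the assay of its value. An array value may therefore stand here beside an unlike measure.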

Other observations

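The test of the Plac1 signal was chosen before its result was seen, and no other observation here was tested.

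The Plac1 probe set may give little signal above background. On the EO771/Scr array, 2 of 27 leukocyte markers (7.41%), genes that these cultures should lack, had a level at or above that of Plac1, and 42.5% of all genes lay below it. This neither places Plac1 clearly within the background nor clearly above it. Supplementary Table 5 gives Plac1 as 14.5-fold higher in MC/Plac1 cells by Affymetrix profiling, so an array of the study did register overexpressed Plac1. Whether the same probe set did so was not checked here. By qRT-PCR the paper found the highest Plac1 in EO771 cells among the tumor lines it screened (Fig. 1a). On the EO771/Scr array its level of 83.9 lay under the limit of 300.

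Fabp4, which carries fatty acids in adipocytes and is also made by other cells, had a level of 9979 in EO771/Scr cells and 1062 in EO771/shPlac1 cells, and the differences of its 4 probe sets ran from -2.82 to -4.00. The other adipocyte markers lay under 100, and the median of 9 measured markers was -0.19 at percentile 13.8. The median of 12 endothelial markers was -0.14 at percentile 31.9, and only Egfl7 (327 and 348) passed a level of 300.

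Over 22 trophoblast and placental genes the median was -0.10 at percentile 45.2, but -0.79 at percentile 0.61 over the 4 at a level of 100 or more, with Plet1 past the limits and Mfge8 lower by 2.18-fold; a further Plet1 probe set with a low signal had a difference of -0.18. Over 9 measured regulators that the paper names for Plac1 the median was -0.15 at percentile 20.5, and Cebpb was 1.33-fold lower. Over 8 genes of the Ly6 family with a probe set of their own the median was -0.21 at percentile 17.4, and none reached a level of 100.

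Reference genes had a median of 0.32 over 12 genes at percentile 94.9, with Actb 1.59-fold higher in EO771/shPlac1 cells. Over 36 ribosomal protein genes the median was -0.05 at percentile 8.47, with Rpl12 7.23-fold lower and Rps27 2.89-fold lower. Hybridization controls added to both samples were lower on the EO771/shPlac1 array, by 0.46 to 0.79 for the 14 probe sets of bioB, bioC and bioD and by 0.16 to 0.24 for the 4 of cre.

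For MC cells that overexpress Plac1, Supplementary Table 5 lists 150 genes, of which 134 were measured on the EO771 arrays. The paper points to several chemokines and CD274 as raised in MC/Plac1 cells and lowered in EO771/shPlac1 cells. Of such genes in that table, Ccl2, Ccl5, Cxcl10 and Cd274 had log2 differences of -3.58, -2.28, -1.82 and -1.75 here. Cxcl11, also raised in MC/Plac1 cells, had -0.12 at a level under 100. Cxcl1, Ccl7 and Lif, which were lower in EO771/shPlac1 cells, are not among the 134. The paper makes no such statement for the table as a whole. Of 86 that the paper gives as higher in MC/Plac1 cells, 40 were lower and 43 higher in EO771/shPlac1 cells, with a median difference of 0.01 at percentile 50.0. Of 48 that it gives as lower in MC/Plac1 cells, 31 were also lower and 17 higher in EO771/shPlac1 cells, with a median of -0.10 at percentile 11.55. Within its immune and inflammation section, 20 of the 32 given as higher in MC/Plac1 cells were lower in EO771/shPlac1 cells and 12 higher. Past the limits, 4 of these 32 were lower and 0 higher, and their median was -0.22 at percentile 0.32. The 3 given as lower (Cxcl2, Cd68 and Il1a) were lower too, Cd68 past the limits. The 23 interferon-stimulated genes given as higher in MC/Plac1 cells showed no such shift, with 12 lower and 11 higher in EO771/shPlac1 cells and a median of -0.021 at percentile 27.4. Within its mitosis section all 16 measured genes given as higher in MC/Plac1 cells were also higher in EO771/shPlac1 cells, 9 of them past the limits, with a median of 1.82.

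Of the genes that Supplementary Table 3 gives as lower in EO771/shCxcl1 cells, Piwil2 was higher in EO771/shPlac1 cells (281 and 720), and Clip4 was lower by 1.59-fold. Slc7a3, given there as higher, was lower in EO771/shPlac1 cells (393 and 210).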
